# DNMT3L enables accumulation and inheritance of epimutations in transgenic *Drosophila*

**DOI:** 10.1038/srep19572

**Published:** 2016-01-22

**Authors:** Amitava Basu, Archana Tomar, Vasanthi Dasari, Rakesh Kumar Mishra, Sanjeev Khosla

## Abstract

DNMT3L is an important epigenetic regulator in mammals, integrating DNA methylation and histone modification based epigenetic circuits. Here we show DNMT3L to be a part of the machinery that enables inheritance of epigenetic modifications from one generation to the next. Ectopic expression of *DNMT3L* in *Drosophila*, which lacks DNMT3L and its normal interacting partners DNMT3A and DNMT3B, lead to nuclear reprogramming that was gradual and progressive, resulting in melanotic tumors that were observed only when these flies were maintained for five generations. This global gene expression misregulation was accompanied by aberrations in the levels of H3K4me_3_ and H3K36me_3_, globally as well as at specific gene promoters. The levels of these epigenetic aberrations (epimutations) also increased progressively across successive generations. The accumulation and inheritance of epimutations across multiple generations recapitulates the important role of DNMT3L in intergenerational epigenetic inheritance in mammals.

For proper functioning of a eukaryotic cell, all the genes must be expressed at their optimum levels. This is achieved by maintaining the epigenetic profile of each genetic loci appropriately made possible by the coordinated cross talk between the various epigenetic components. There are several proteins that can read or write epigenetic modifications in response to cues from other epigenetic modifications associated with a specific locus^1^. Amongst these, DNMT3L is an epigenetic modifier that interacts with de novo methyltransferases DNMT3A/3B and binds to histone H3 in a region that contains H3K4 to bring about DNA methylation^2^,^3^,^4^. It has also been found to be involved in setting up of methylation imprints in mice during gametogenesis^5^,^6^.

Previous work from our laboratory has shown that overexpression of DNMT3L in mammalian cell lines causes nuclear reprogramming^7^. Importantly, the DNMT3L dependent reprogramming was gradual and the morphological phenotypic changes were observed only 20 passages after transfection^7^. Along with finding out the reason for this gradual and progressive nuclear reprogramming we were interested in identifying the mechanism by which DNMT3L achieves it. In particular, we wanted to probe whether the interactions of DNMT3L with DNMT3A/3B on one hand and histone H3 on the other were redundantly influencing a common subset of genes or whether each of these interactions influenced a different subset of genes. The interaction of DNMT3L with histone H3 in the absence of de novo DNA methyltransferases could either be examined in mammals (mice or cell lines) deleted for DNMT3A and 3B or in an organism that normally lacks these proteins. Deletion of DNMT3A and 3B causes lethality in mice^8^,^9^ and cell lines are prone to epigenetic instability^10^. Therefore, we decided to examine these questions in *Drosophila* that lacks DNMT3A/3B as well as DNMT3L. This was important, as it allowed us to probe the interaction of DNMT3L exclusively with histone H3 in transgenic *Drosophila* that ectopically expressed DNMT3L. Moreover, it also allowed us to use the various genetic tools available for this well characterized model organism.

In this study we show that ectopic expression of DNMT3L in *Drosophila* leads to nuclear reprogramming even in the absence of de novo DNA methyltransferases. Similar to our previous observation in mammalian cells, the reprogramming was gradual and progressive with the phenotypic consequences being observed only after maintaining ectopic expression of DNMT3L in *Drosophila* for at least five generations. Reduction in the levels of H3K4me_3_ and H3K36me_3_ along with genome-wide misregulation of genes was progressive, indicating accumulation of altered epigenetic modifications (epimutations) across multiple generations. Interestingly, these epimutations were passed onto the next generation only by the mother, emphasizing the importance of DNMT3L in the establishment of parent-of-origin-specific epigenetic inheritance in mammals.

## Results

### Transgenic *Drosophila* expressing DNMT3L display mild wing phenotype

To understand the functional consequence of DNMT3L interaction with H3, transgenic *Drosophila* carrying the *DNMT3L* transgene (cloned in the pUAST vector under the control of an *hsp70* promoter that contained *GAL4* binding sites [UAS]) was generated by P-element mediated germline transformation (Methods). After injection into *w*^*1118*^ *Drosophila* embryos, 6 independent transgenic *Drosophila* lines with *DNMT3L* (referred to UAS-3L here after) integrated at various loci on different chromosomes were established (Supp Table S1). For constitutive expression of *DNMT3L*, the different UAS-3L transgenic lines were crossed with flies constitutively expressing GAL4 including *Tubulin-GAL4*, *Actin-GAL4* and *daughterless-GAL4*. The progeny *Tubulin-GAL4>DNMT3L*, *Actin-GAL4>DNMT3L* and *daughterless-GAL4>DNMT3L* from these crosses are referred to as *Tub-3L*, *Actin-3L* and *da-3L* respectively in this manuscript. Tissue-specific expression of *DNMT3L* was achieved by crossing these transgenic DNMT3L flies to *GMR-GAL4* (eye-specific) and *hml-GAL4* (Hemolymph-specific) driver stock flies.

Transgenic flies constitutively expressing *DNMT3L* (*Tub-3L*, *Actin-3L*, *da-3L*) were scored for possible phenotypic defects. In many progeny, phenotypic defect was observed only in the wings. In 50–100% of the progeny, the defect was the appearance of extra vein(s) (Fig. 1, Supp Table S2). The localization of these extra veins differed in individual progenies (Fig. 1). In approximately 2–3% of the progeny, we also observed broken wing phenotype (Supp. Fig. S1).

### Ectopic expression of DNMT3L causes melanotic tumors in *Drosophila* but only in the 5^th^ generation

Since we had observed a gradual and cascading nuclear reprogramming over 20 passages in HeLa cell overexpressing *DNMT3L*^7^, we decided to examine the effect of ectopic *DNMT3L* expression in transgenic *Drosophila* maintained across several generations. Homozygous transgenic Tubulin-DNMT3L lines (*Tub-3L*) were bred by self-crossing progeny in each generation. Until the 4^th^ generation (G4), extra veins in the wings or broken wings were the only phenotypes observed as a consequence of the ectopic *DNMT3L* expression. No other morphological abnormalities were observed during any of the embryonic, larval or pupal stages till G4. However, in the 5^th^ generation some of the 3^rd^ instar larvae (~5%) had black masses (Fig. 2, *Tub-3L*) that resembled melanotic tumors^11^. None of these larvae with melanotic tumors survived beyond the larval stages. No pupae or adults flies had melanotic tumors and the remaining progeny developed into normal adults (with several showing the mild wing phenotype), and were fertile. In all the subsequent generations (maintained till G20), 5–8% of the 3^rd^ instar larvae consistently showed melanotic tumors and did not survive whereas the rest of the progeny were normal and fertile (Table 1). Real-Time RT-PCR and Western blot analysis showed that the expression of *DNMT3L* remained constant in all the generations from G1 to G5 (Supp. Figs S2, S3) suggesting that the appearance of the larvae with tumors in 5^th^ generation progeny was not due to an abrupt change in its expression.

It was possible that the appearance of melanotic tumors in the DNMT3L transgenic flies only from the 5^th^ generation was due to (i) an unrelated genetic mutation in these flies; (ii) genomic context of the DNMT3L transgene; or (iii) due to the GAL4 driver line used. To rule out the role of an unlinked genetic mutation in the transgenic flies, the Tubulin GAL4 driver was removed from the transgenic DNMT3L flies after 20 generation (G20) by crossing *Tub-3L* flies to double balancer flies (*Pin/Cyo; Tm*_*2*_*/Tm*_*6*_). No progeny (referred to as UAS-3L* here after) with melanotic tumors was observed in any larvae in subsequent generations (Table 2). This was true for both heterozygous (in G21) and homozygous UAS-3L* (G22 onwards) progeny (Table 2) indicating that the melanotic tumors were due to ectopic expression of *DNMT3L*.

The role of the *GAL4* driver or the genomic context of the DNMT3L transgene in the observed phenotype was ruled out by repeating these crosses with transgenic DNMT3L flies that had DNMT3L transgene integrated at other genomic loci (Suppl Table S1) and crossing them to the constitutive *Actin-GAL4* and *da-GAL4* driver flies. In all the crosses with both *Actin* and *da-GAL4* drivers, progeny with melanotic tumors were again observed only in G5 and subsequent generations (Fig. 2; Tables 3 and 4).

The melanotic tumors were found to be present in the hemolymph, the circulatory fluid in *Drosophila* that contains free floating hemocytes. To examine the influence of *DNMT3L* expression on the number and types of hemocytes in the hemolymph, the hemolymph from control *UAS-3L* flies was compared with that of 5^th^ generation *Tub-3L* flies with or without melanotic tumors. The number of hemocytes were increased in *Tub-3L* flies (both with and without melanotic tumors; Fig. 3A). The number of proliferating cells as indicated by PH3 antibody staining was also found to be significantly more in G5, *Tub-3L* larvae (Fig. 3B). The types of hemocytes present in the hemolymph was markedly different with the *Tub-3L* flies showing a large numbers of lamellocytes (Fig. 3C).

### Phenotypic defects in transgenic *Drosophila* expressing DNMT3L in a tissue-specific manner also appear in G5

As the melanotic tumors were found to be present in the hemolymph, we wanted to test whether the effect of DNMT3L was only limited to this tissue in *Drosophila*. To investigate this *UAS-3L* flies were crossed with tissue-specific, hemolymph (*Hml*) and eye (*GMR*)-specific, *GAL4* driver flies. No phenotypic abnormality (not even the wing phenotype) was observed in the progeny of these crosses in G1. For *hml-GAL4*>DNMT3L lines (*hml-3L*), 5–7% of the 3^rd^ instar larvae in the 5^th^ and subsequent generations had melanotic tumors as was observed in crosses with the constitutive *GAL4* driver lines (Table 5). No melanotic tumors in the hemolymph were observed in the 3^rd^ instar larvae of flies expressing DNMT3L in the eye (*GMR-GAL4*>DNMT3L and referred to as *GMR-3L*), but all the progeny in the 5^th^ and subsequent generations showed rough eye phenotype (Fig. 4, Table 6). This indicated that the effect of ectopic *DNMT3L* expression was not limited to the hemolymph alone. Though DNMT3L was expressed in eyes of *Tub-3L*, *Actin-3L* or *da-3L* flies, its expression was much lower than in *GMR-3L* line (Supp. Fig. 4). This may be one of the reasons why we did not observe the rough eye phenotype in *Tub-3L*, *Actin-3L* or *da-3L* lines. More importantly, the phenotypic consequence of tissue-specific ectopic *DNMT3L* expression was also manifested only in G5 and later generations, similar to what was seen with constitutive *DNMT3L* expression.

### Ectopic expression of DNMT3L leads to transcriptional misregulation that progressively increases with each generation

To investigate the reasons for the delay in the phenotypic consequences of ectopic expression of *DNMT3L* in *Drosophila*, transcriptional profiling of transgenic DNMT3L larvae from the different generations was performed using Affymetrix *Drosophila* Gene 1.1 ST array (Methods, Data has been submitted to Gene Expression Omnibus (GEO), NCBI, see Supplementary information for details). 

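The arrays cover 9 groups of larvae of the third instar with 2 arrays each, 18 arrays in all. Tub-3L G1, G2, G4 and G5 larvae express DNMT3L under the tubulin-GAL4 driver, and Tub-3L G5P stands for the G5 larvae with melanotic tumors. UAS-3L G1 and UAS-3L G5 larvae carry the transgene without the driver, and w1118 is the strain into which the transgene was injected. UAS-3L* G20* larvae come from flies after removal of the driver. For this group the label's title gives Tub-3L G20*, the name of the driver line, while its description gives G5 larvae without the driver. The paper's name is used here, and the genotype and generation of the group remain uncertain. By the paper, the RNA of a sample comes from 20 to 30 larvae, and the labels call the arrays of a group biological replicates. The paper describes the duplicates as RNA of 2 groups of larvae. The p-values rest on the spread between such pools, taken over all groups. Whether the pools of a group came from separate crosses is not given in the sources used here.

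The deposited values are log2 signals of 16322 probe sets, normalised by the authors with RMA at the level of genes. The median signal of an array lies between 6.17 and 6.39 on the log2 scale. Of the probe sets, 2392 carry 1 gene symbol in the annotation used here and 13930 carry none, so each gene family is seen only through its named members. limma was fitted to all 18 arrays, which leaves 9 residual degrees of freedom. A probe set is called misregulated when its Benjamini-Hochberg adjusted p is under 0.05 and its signal differs at least 2-fold. The standard error (SE) of a log2 fold change comes from the same fit, and the SD of a log2 signal from the 2 arrays of its group.

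Of 61 gene lists, 39 were set before the data were examined, 19 were chosen from the names of the probe sets before their values were read, and 3 were chosen after the values were seen. The latter are the phototransduction, seminal fluid and adult muscle isoform lists. Members of a list are counted at an adjusted p under 0.05 without a fold threshold. By that measure 3303 of all 16322 probe sets passed in Tub-3L G1, 9400 in G5 and 10171 in G5P. A count over few named members therefore says little in the later groups. camera tested the 30 lists of the first 2 kinds that have at least 3 named members, against the other probe sets, with adjustment over 240 tests.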

RNA isolated from third instar larvae (of approximately same stage) of (i) transgenic *Drosophila* expressing DNMT3L in various generations (*Tub-3L*; G1, G2, G4, G5 and G5-phenotype); (ii) control transgenic flies not expressing DNMT3L (*UAS-3L*; G1 & G5); (iii) G20 transgenic flies after removal of *GAL4* driver (UAS-3L*, G20*) (iv) wild type control flies (*w*^*1118*^), were analyzed (see flowchart in Supp. Fig. S5). Expression profiles of larvae in a particular generation was compared to G1 control larvae (*UAS-3L*; G1) to identify misregulated genes by scatter plots (Fig. 5). We noticed a progressive increase in the number of genes that were misregulated upon DNMT3L expression in successive generation. 

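Sgs1, Obp99b and orb lay further from UAS-3L G1 in each later group from Tub-3L G2 on. Sgs1, which encodes a glue protein of the salivary gland, was 4.71-fold lower in Tub-3L G2, 6.63-fold lower in G4, 16.8-fold lower in G5 and 76.4-fold lower in G5P (SE 0.20 on the log2 scale, n = 2 arrays per group). Obp99b, an odorant-binding protein, fell by 2.23-fold in G2, 6.32-fold in G4, 8.96-fold in G5 and 68.2-fold in G5P (SE 0.0881). orb, which encodes an RNA-binding protein of the female germline, was 1.84-fold higher in G2, 6.61-fold in G4, 11.8-fold in G5 and 14.1-fold in G5P (SE 0.0887). Each of these differences had an adjusted p of 2.31e-05 or less for orb, 2.95e-06 or less for Obp99b and 8.82e-06 or less for Sgs1. In Tub-3L G1 the log2 fold changes were −0.41 for Sgs1 (adjusted p = 0.175), 0.02 for Obp99b (adjusted p = 0.91) and 0.07 for orb (adjusted p = 0.601).

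Genes of adult organs were higher from G4 on. In Tub-3L G4, 6 of the 6 named genes of the accessory gland list of 9, which holds proteins of the adult male gland, were higher than in UAS-3L G1, with a median log2 fold change of 4.24 (6 also when adjusted over the list alone; camera, adjusted p = 2.74e-06). In the chorion, vitelline membrane and yolk list of 15, which holds products of adult ovaries and of the fat body, 4 of 4 named genes were higher in G4, with a median of 4.80 (4 adjusted over the list alone; camera, adjusted p = 1.21e-04).

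limma called 480 probe sets in Tub-3L G1, 918 in G2, 2021 in G4, 3790 in G5 and 4724 in G5P, each group against UAS-3L G1. Among larvae without the driver, it called 687 in w1118 and 280 in UAS-3L G5. A fit without the arrays of G4, G5 and G5P, chosen after seeing the data, called 459 in Tub-3L G1 and 899 in G2. All of these comparisons use the same pair of UAS-3L G1 arrays.

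**Figure D1:**
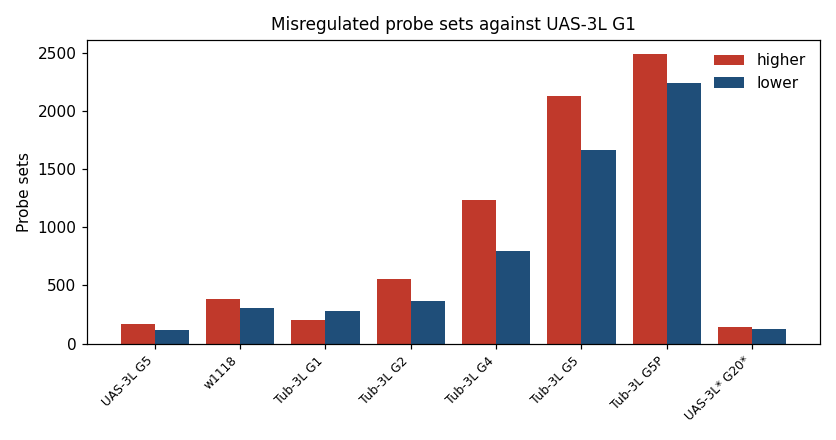
Number of probe sets called higher (red bars) and lower (blue bars) than in UAS-3L G1 by limma in each of 8 groups, named along the x axis; the y axis counts probe sets.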

From 205 in G1, the number of misregulated genes progressively increased to 2873 in G5. This number further increased to 3730 in G5 larvae with melanotic tumors (Supp Table S3). It is interesting to note that in all generations subsequent to G1, the number of genes showing repression were relatively more than the overexpressed genes (Supp Table S3). That the observed misregulation was due to the *DNMT3L* expression was reiterated by our finding that the numbers of genes that were misregulated dramatically reduced in G20 larvae (UAS-3L*) after the removal of the *tubulin-GAL4* driver and only 74 genes were aberrantly expressed, most of which did not show altered expression in flies expressing *DNMT3L* in any other generations.

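Genes of adult flight muscle, male accessory gland, ovary and eye were among the strongest increases in Tub-3L G4 and G5. Act88F, the actin of the indirect flight muscle, had a log2 signal of 11.2 ± 0.00403 in G4 against 3.60 ± 0.0165 in UAS-3L G1 (SD, n = 2 arrays), and was 279-fold higher in G5. Acp36DE, a seminal protein of the accessory gland, was 89.8-fold higher in G4 and 143-fold in G5 (SE 0.16 on the log2 scale). Vm26Aa, a vitelline membrane protein made by follicle cells, was 58.6-fold higher in G4 and 94.6-fold in G5 (SE 0.18). Arr2, an arrestin of photoreceptors, was 71.6-fold higher in G4 and 114-fold in G5 (SE 0.70).

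limma gave an adjusted p of 2.02e-05 or less for Act88F, Acp36DE, Vm26Aa and Arr2 in both groups. In G5, 6 of 6 accessory gland genes (6 adjusted over the list alone) and 4 of 4 genes of the chorion, vitelline membrane and yolk list (4 adjusted over the list alone) were higher, with median log2 fold changes of 4.98 and 5.40. camera gave an adjusted p = 6.02e-05 for the accessory gland. For chorion, vitelline membrane and yolk it gave an adjusted p = 0.00147, and an adjusted p = 0.0669 with an estimated correlation. In the phototransduction list, chosen after the values were seen, 13 of 18 genes were higher and 3 lower in G5, with a median of 1.22. Act88F is close in sequence to Act79B, so RNA of either gene may bind the probes of both.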

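In larvae with melanotic tumors the genes of the larval salivary glue were among the deepest losses. Sgs5 had a log2 signal of 2.87 ± 0.54 in Tub-3L G5P against 12.6 ± 0.0228 in UAS-3L G1 (SD, n = 2 arrays), 874-fold lower. Sgs3 was 268-fold lower (SE 0.16 on the log2 scale) and Sgs7 256-fold lower (SE 0.12), with adjusted p = 8.48e-13 and adjusted p = 7.72e-14. Spn43Aa, a serine protease inhibitor, fell by 65.6-fold (SE 0.12), and Pxd, a peroxidase, by 76.1-fold (SE 0.15). Among the increases, otu, which the germline of the ovary needs, had a log2 signal of 10.5 ± 0.19 against 2.93 ± 0.56 in the control, 193-fold higher. zpg, a gap junction protein of the germline, was 88.8-fold higher (SE 0.18) and Vm34Ca, a vitelline membrane protein, 94.2-fold (SE 0.15). The low signals of Sgs5 in G5P and of otu in UAS-3L G1 lie under the lower quartiles of these arrays. The quartiles were 4.16 and 4.19 in G5P and 4.34 and 4.38 in UAS-3L G1, so the size of both folds is uncertain.

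All 6 genes of the salivary glue list fell in G5P (6 adjusted over the list alone), with a median log2 fold change of −7.83 (camera, adjusted p = 6.12e-06). Of the chorion, vitelline membrane and yolk list, 4 of 4 named genes rose (4 adjusted over the list alone), with a median of 5.73 and Vm32E as the lowest at 1.93 (camera, adjusted p = 0.00303, and adjusted p = 0.0799 with an estimated correlation). Of the accessory gland list, 6 of 6 rose (6 adjusted over the list alone), with a median of 3.34 (camera, adjusted p = 0.00223, and adjusted p = 0.0873 with an estimated correlation). In the oogenesis and maternal product list 12 of 14 genes rose and 1 fell, with a median of 3.73 (camera, adjusted p = 8.29e-06). Against Tub-3L G5 without tumors, limma called 2183 probe sets in G5P, 470 higher and 1713 lower. With arrays centred on their median these are 871 and 1289, with arrays scaled to RpLP0 239 and 2108, and with no fold threshold 4305 and 4290.

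**Figure D2:**
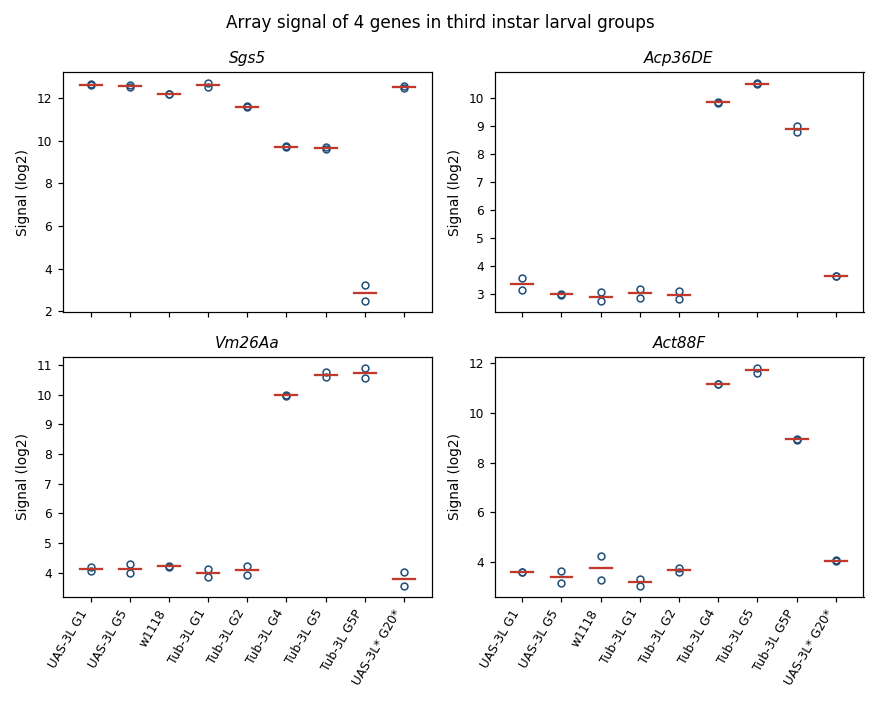
Log2 signal (y axis) of Sgs5, Acp36DE, Vm26Aa and Act88F on the arrays of the 9 groups named along the x axis. Blue circles are arrays and red lines the mean of the 2 arrays of a group.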

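In Tub-3L G2, most named genes of the spermatogenesis list were higher. Of the spermatogenesis list of 24, 9 of 11 named genes rose in G2 (9 adjusted over the list alone), with a median log2 fold change of 0.77 (camera, adjusted p = 4.31e-05, and adjusted p = 0.0791 with an estimated correlation). Of 19 glutathione S-transferases, which conjugate toxic compounds, 9 fell and 3 rose in G2, with a median of −0.20 (camera, adjusted p = 0.0218, and adjusted p = 0.0873 with an estimated correlation). In Tub-3L G4, 10 of 11 maltases and amylases rose and 1 fell, with a median of 0.90 (camera, adjusted p = 0.0021, and adjusted p = 0.172 with an estimated correlation). The 6 salivary glue genes fell in G4 (6 adjusted over the list alone), with a median of −2.20 (camera, adjusted p = 1.21e-05), while the seminal fluid list, chosen after the values were seen, had 14 of 14 genes higher and a median of 3.86.

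Of all probe sets called against UAS-3L G1, limma gave 552 higher and 366 lower in G2, 1230 and 791 in G4, 2124 and 1666 in G5, and 2486 and 2238 in G5P. The balance depends on the scale of the arrays and on the control: with each array centred on its median the counts are 384 higher and 477 lower in G2, 994 and 1097 in G4, 1617 and 2182 in G5, and 2305 and 2379 in G5P. It also turns with UAS-3L G5 as the control in G2 (396 and 442) and G5P (2295 and 2343), and with UAS-3L G1 and G5 together as the control in G2 (351 and 363). Centring moves the median log2 fold change of all probe sets by over 0.1, to −0.10 in G2 and −0.17 in both G4 and G5.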

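In larvae without driver, Cyp28a5 and Ctr1B were higher and ninaD, Smvt and hgo lower than in UAS-3L G1. Cyp28a5, a cytochrome P450, was 3.18-fold higher in UAS-3L* G20* (SE 0.0817 on the log2 scale, n = 2 arrays per group, adjusted p = 2.68e-06), and Ctr1B, a copper transporter, was 2.28-fold higher (SE 0.0835, adjusted p = 1.19e-05). ninaD, a scavenger receptor that takes up carotenoids, was 3.41-fold lower (SE 0.17, adjusted p = 5.03e-05), Smvt, a transporter of vitamins, 3.37-fold lower (SE 0.15, adjusted p = 3.91e-05) and hgo, an enzyme of tyrosine breakdown, 3.08-fold lower (SE 0.15, adjusted p = 4.03e-05). The log2 fold changes of these genes in UAS-3L G5, which never carried the driver, were 1.69 for Cyp28a5, 1.15 for Ctr1B, −1.78 for ninaD, −1.66 for Smvt and −1.21 for hgo. Each of these calls is lost with the 2 groups alone. Of 21 replication-dependent histone genes, whose sequences are near copies of each other, 14 rose in UAS-3L* G20* (camera, adjusted p = 2.84e-13), with a median log2 fold change of 0.47. The lists of adult organs stayed near the control, with medians of 0.15 for the accessory gland and −0.21 for chorion, vitelline membrane and yolk.

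limma called 271 probe sets in UAS-3L* G20*, 144 higher and 127 lower, a balance that turns without the dimmest 25% of probe sets (100 and 112), with arrays centred on their median (130 and 150), with named probe sets only (8 and 20), without UAS-3L* G20* replicate 1 (124 and 128) and without UAS-3L G1 replicate 1 (146 and 155). With arrays scaled to RpLP0 it is 235 higher and 75 lower. With UAS-3L G5 as the control it called 0, with 904 at an unadjusted p under 0.05, while the methods' t-test gave 8 probe sets. With the 2 groups alone limma called 0 against UAS-3L G1 as well, where 305 had an unadjusted p under 0.05 and a 2-fold difference in the fit of all arrays and the methods' t-test gave 228. Of the 271, 181 were called the same way in UAS-3L G5 and 0 the opposite way, against 2.35 expected for independent lists. In at least 1 of the Tub-3L groups 217 were called, 192 of them the same way (105 and 54.5 for independent lists). Called the same way were 76 in Tub-3L G1 (3.94 expected for independent lists), 77 in G2 (7.72), 96 in G4 (17.0), 124 in G5 (31.7) and 122 in G5P (39.3). Simulated data with the shared control and no difference between groups gave 0.04 calls in UAS-3L* G20* and 0 shared with any of these groups with limma. With the methods' t-test they gave 6.16 calls, of which 0.66 were shared with UAS-3L G5 0.58 to 0.68 with a Tub-3L group and 2.08 with at least 1 of them. Part of each excess may come from the UAS-3L G1 arrays that both comparisons share, and simulated data with so few calls cannot tell how much.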

Heat map analysis of the gene expression profiles for various generations provided an important clue about DNMT3L function. 

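Sgs8, RnrL and c(2)M, which differ strongly between groups, had close values on the arrays of 1 group. Sgs8, a glue gene of the larval salivary gland, had a log2 signal of 4.38 ± 0.0638 in Tub-3L G5P and 12.0 ± 0.0714 in UAS-3L G1 (SD, n = 2 arrays per group). RnrL, a subunit of the enzyme that makes deoxyribonucleotides, had 8.88 ± 0.11 and 6.50 ± 0.0986. c(2)M, a protein that holds meiotic chromosomes together, had 6.62 ± 0.0559 and 2.08 ± 0.0841. Other genes spread more: Vm32E, a vitelline membrane gene, had an SD of 0.58 in UAS-3L G1 at a mean log2 signal of 4.07, and Amy-d, the largest named increase in Tub-3L G1, spread almost as much at higher signals.

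Over all probe sets, the median absolute log2 difference between the arrays of a group was lowest in Tub-3L G4, at 0.118, and highest in Tub-3L G1, at 0.158. Between arrays of different groups it ran from 0.138 to 0.624, with a median of 0.373. The lowest of these, between UAS-3L* G20* and UAS-3L G5, lies within the range of the duplicates. Across probe sets, which are not independent replicates, Pearson's r was 0.990 to 0.994 between duplicates and 0.834 to 0.992 between arrays of different groups.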

Comparison of duplicates (RNA isolated from 2 groups of 3^rd^ instar larvae, Fig. 6A) for each generation showed almost the same gene expression profile. That *DNMT3L* expression in *Drosophila* resulted in aberrant expression of the same sets of genes in each generation in each larvae suggested that DNMT3L was acting on a specific set of genes.

Of the 205 genes that showed altered expressed in G1, 103 genes were upregulated and 102 were down regulated. 

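Amy-d and Cht4 were higher and Hsp70Ab and GstE3 lower in Tub-3L G1 than in UAS-3L G1. Amy-d, an amylase of the gut with a near-identical copy, Amy-p, whose RNA may bind the same probes, had a log2 signal of 8.93 ± 0.42 against 6.15 ± 0.54 in UAS-3L G1 (SD, n = 2 arrays), 6.85-fold higher. Cht4, a chitinase, was 3.69-fold higher (SE 0.15 on the log2 scale, adjusted p = 3.86e-06). Hsp70Ab, a heat shock chaperone that also has near-identical copies, had 9.34 ± 0.13 against 12.5 ± 0.0279, 9.21-fold lower. GstE3, a glutathione S-transferase, was 5.62-fold lower (SE 0.11, adjusted p = 3.57e-08). All 3 named genes of the heat shock list of 12 fell (3 adjusted over the list alone), with a median log2 fold change of −2.37 (camera, adjusted p = 1.18e-05). Larvae without the driver also had medians below UAS-3L G1: −0.90 in UAS-3L G5 (camera, adjusted p = 0.0877), −0.91 in UAS-3L* G20* (adjusted p = 0.0883) and −0.82 in w1118 (adjusted p = 0.00942, and adjusted p = 0.141 with an estimated correlation). For Hsp70Aa this call is lost with the 2 groups alone and with UAS-3L G5 as the control, where its log2 fold change is −0.72. Of 19 glutathione S-transferases, 10 fell and 1 rose (camera, adjusted p = 3.68e-07), with a median of −0.64.

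Of 9 glycolysis genes, 6 fell in G1 and none of the others passed the test, with a median of −0.63 (camera, adjusted p = 2.91e-06). Among larvae without the driver the list was also lower in UAS-3L G5, with a median of −0.44 (camera, adjusted p = 6.72e-05), and in UAS-3L* G20*, with −0.43 (camera, adjusted p = 5.75e-05), but higher in w1118, where the median was 0.62. Of the muscle list of 17, 4 of 7 named genes fell (4 adjusted over the list alone), with a median of −0.68 (camera, adjusted p = 2.42e-04, and adjusted p = 0.0873 with an estimated correlation). The accessory gland list had a median of −0.39, with 1 of 6 genes lower (1 adjusted over the list alone). limma called 200 probe sets higher and 280 lower in G1, 123 and 366 with each array centred on its median, and 232 and 257 with arrays scaled to RpLP0. The balance turns with no fold threshold, to 1871 higher and 1432 lower, and with named probe sets only, to 51 and 37.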

Only 1 out of the 103 upregulated genes maintained higher than normal expression in the subsequent generation. Similarly, only 3 out of 102 downregulated genes remained so in later generations. 

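The named genes that differed in Tub-3L G1 took different courses afterwards. BomS2, an immune-induced peptide, was above UAS-3L G1 by a log2 fold change of 1.47 in G1 (adjusted p = 9.65e-07) and 2.54 in G2 (SE 0.0959, n = 2 arrays per group, adjusted p = 1.01e-08), and was called higher in G4, G5 and G5P as well. Without the driver, BomS2 was also called higher in UAS-3L G5, by 1.08 (limma, adjusted p = 3.50e-05), so its increase in G1 is not particular to larvae with the driver. Lcp65Ag2, a protein of the larval cuticle, was 9.21-fold lower in G1, less than 2-fold lower in G2 (log2 fold change −0.59), 2.59-fold lower in G4, 4.72-fold in G5 and 11.8-fold in G5P (SE 0.15 on the log2 scale). GstE7, a glutathione S-transferase, had log2 fold changes of −2.17 in G1 (adjusted p = 9.40e-08) and 1.36 in G5 (adjusted p = 3.50e-07). Cht4, the chitinase, was 3.84-fold higher in G2, 2.45-fold higher in G4, 2.24-fold lower in G5 and 5.44-fold lower in G5P (SE 0.15).

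Of the 480 probe sets called in G1, 75 (15.6%) were called the same way in G2, G4, G5 and G5P, 14 of the 200 higher and 61 of the 280 lower. The 14 become 24 without UAS-3L G1 replicate 1 and 28 without replicate 2. Independent lists of these sizes would share 0.0144. That value also takes the later lists as independent of each other, and so is too low. In all of G2, G4, G5 and G5P, 86 higher and 181 lower probe sets were called the same way. Called the same way in at least 1 later group were 314, against 146 for independent lists, and called the opposite way in at least 1 were 102. Data simulated with no difference between the groups but with the shared control gave 0.04 calls in G1 and 0 kept with limma, and 6.5 calls and 0.02 kept with the methods' t-test. Part of the excess may come from the UAS-3L G1 arrays that all of these comparisons share. Simulated data with so few calls cannot tell how large that part is.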

(Fig. 6B,C). The gene expression of the remaining 201 misregulated genes was either not altered or was misregulated in the opposite direction. From approximately 2% (4 out of 205) in G1 this percentage increased to 32% for the genes that were misregulated in G2 and continued to be similarly misregulated in subsequent generations. 

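Several genes that changed in Tub-3L G2 were called the same way in G4, G5 and G5P. Cyp12a4, a mitochondrial cytochrome P450, was 6.71-fold higher than UAS-3L G1 in G2, 4.92-fold in G4, 4.03-fold in G5 and 5.76-fold in G5P (SE 0.13 on the log2 scale, n = 2 arrays per group). mthl8, a receptor of the Methuselah family, was 5.74-fold lower in G2, 6.07-fold in G4, 12.6-fold in G5 and 10.5-fold in G5P (SE 0.16). In w1118 Cyp12a4 was also 5.49-fold higher, and mthl8 had a log2 fold change of −3.46. ninaD, the carotenoid receptor, had log2 fold changes of −2.37 in G2, −2.36 in G4, −2.62 in G5 and −3.95 in G5P, and was also called lower in UAS-3L G5 and UAS-3L* G20*, which lack the driver. With UAS-3L G5 as the control its log2 fold change in G2 is −0.59. alphaTub85E, a tubulin of testis and muscle, turned: it was 11.7-fold higher in G4 and 3.82-fold lower in G5P (adjusted p = 8.53e-08).

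Of the 918 probe sets called in G2, 267 (29.1%) were called the same way in G4, G5 and G5P, 86 of the 552 higher and 181 of the 366 lower. Independent lists would share 1.07, which is too low, as it takes the later lists as independent of each other. In all of G4, G5 and G5P, 825 higher and 684 lower probe sets were called the same way. In at least 1 of the later groups 625 were called the same way (272 for independent lists) and in at least 1 the opposite way 95. Simulated data with a shared control and no difference between groups gave 0.06 calls in G2 and 0 kept with limma, and 6.34 calls and 0.02 kept with the methods' t-test. In w1118, which has neither transgene nor driver, 210 of these probe sets were called the same way and 18 the opposite way (19.8 the same way for independent lists, and in the simulated data 0 with limma and 0.72 with the methods' t-test). Part of each excess may come from the shared UAS-3L G1 arrays, and simulated data with so few calls cannot tell how much.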

The majority of the genes (approximately 81%) aberrantly expressed in G4 continued to be so in G5 and/or in G5 larvae with melanotic tumors indicating a gradual, but progressively increased influence of ectopic *DNMT3L* expression.

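Most genes called in Tub-3L G4 differed the same way in G5. Pxd, a peroxidase, was 7.63-fold lower than UAS-3L G1 in G4 and 11.0-fold lower in G5 (SE 0.15 on the log2 scale, n = 2 arrays per group). Mst57Db, a peptide of the male accessory gland, was 126-fold higher in G4, 176-fold in G5 and 60.6-fold in G5P (SE 0.34). Ebp, a seminal protein of the ejaculatory bulb, was 114-fold higher in G4, 168-fold in G5 and 73.3-fold in G5P (SE 0.26). limma gave an adjusted p of 1.37e-08 or less for Mst57Db and 1.84e-09 or less for Ebp. The adult muscle isoform list, chosen after the values were seen, had a median log2 fold change of 6.90 in G4 and 7.44 in G5, with 3 of 3 genes higher in each.

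Of the 2021 probe sets called in G4, 1857 (91.9%) were called the same way in G5 or G5P, 1100 of the 1230 higher and 757 of the 791 lower, and 1509 in both. Independent lists would share 501 with either and 35.4 with both. These values take G5 and G5P as independent of each other, though they share 2652 calls, so the 35.4 is too low. With G5 alone 1795 were called the same way and 38 the opposite way (241 the same way for independent lists), and with G5P alone 1571 and 44 (296). Simulated data with the shared control and no difference between groups gave 0.02 calls in G4 and 0 kept with limma. With the methods' t-test they gave 6.96 calls and 1.06 kept, which is 15.2%, with 0.58 shared with G5 and 0.60 with G5P. Part of the excess may come from the shared UAS-3L G1 arrays, and simulated data with so few calls cannot tell how much.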

Several genes and gene families were affected by ectopic *DNMT3L* expression including the Hox gene family, piwi group of proteins, genes involved in Wnt pathway, wing development, cell cycle, cell proliferation, chromosome organization, Polycomb and Trithorax group of proteins, etc. 

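Genes of chromosome structure and meiosis rose in the larvae with melanotic tumors. Of 21 replication-dependent histone genes, which package newly made DNA, 20 were higher in Tub-3L G5P than in UAS-3L G1, with a median log2 fold change of 1.17. His1:CG33801, a copy of the linker histone gene, was 3.67-fold higher in G5P (SE 0.0759 on the log2 scale, n = 2 arrays per group, adjusted p = 5.49e-10), and as the copies are near-identical, the probes may not tell them apart. Of 13 meiosis genes, 10 rose and 1 fell, with a median of 1.16. c(2)M, of the synaptonemal complex, was 23.2-fold higher (SE 0.17, adjusted p = 2.27e-10) and nod, a kinesin that segregates chromosomes in female meiosis, 8.96-fold higher (SE 0.16, adjusted p = 4.99e-09).

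camera gave an adjusted p = 2.87e-07 for the histones (adjusted p = 0.118 with an estimated correlation) and an adjusted p = 0.00486 for meiosis (adjusted p = 0.0641 with an estimated correlation). In the same larvae Scp1, a calcium-binding protein of adult muscle, was 50.4-fold higher (SE 0.34, adjusted p = 2.27e-08). Histones were also higher in Tub-3L G1, with 15 of 21 genes and a median of 0.34 (camera, adjusted p = 1.31e-08, and adjusted p = 0.0873 with an estimated correlation), and in larvae without the driver: in UAS-3L G5 16 of 21 rose, with a median of 0.45 (camera, adjusted p = 1.12e-11, and adjusted p = 0.0641 with an estimated correlation), and most rose in UAS-3L* G20*.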

(Fig. 7). *Drosophila* has 8 *Hox* genes^12^ and in our microarray analysis 7 of them (except *dfd*) were downregulated (Fig. 7A). Similarly, all the 7 *Wnt* genes^13^ were expressed at a significantly lower level after G2 (Fig. 7B). The Polycomb (PcG) and Trithorax (TrX) group of genes are epigenetic modulators of gene expression and include readers and writers of the epigenetic circuitry^14^,^15^. Several members of the PcG/TrX family were found to be misregulated (Fig. 7C–H). Of these, all the PhoRC subfamily members (involved in tethering these complexes to specific DNA sequences) showed a gradual but significant increase in their expression (Fig. 7C). The formation of melanotic tumors in *Drosophila* has been associated with hemocyte-mediated immune response^16^. Several immune response (IR) and immune induced (IM) genes were dysregulated across the various generations (Fig. 7I,J). In addition, the dysregulation of genes involved in wing development, cell cycle and cell proliferation correlated with the phenotypic consequences of *DNMT3L* ectopic expression in *Drosophila* (Fig. 7K–M). Interestingly, all the piwi group of proteins, which are involved in transgenerational epigenetic inheritance^17^, were found to be upregulated (Fig. 7N).

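Scr, the Hox gene of the labial and first thoracic segments, fell from G4 on and is the 1 Hox gene of the list of 8 that could be named. Its log2 signal was 6.27 ± 0.23 in UAS-3L G1 and 4.15 ± 0.0179 in Tub-3L G5P (SD, n = 2 arrays per group), 4.37-fold lower (SE 0.16 on the log2 scale, adjusted p = 1.62e-07). The log2 fold change was −0.10 in G1 (adjusted p = 0.714), −0.27 in G2 (adjusted p = 0.234), −0.99 in G4 (adjusted p = 3.19e-04) and −1.40 in G5 (adjusted p = 9.85e-06). Adjusted over the list alone, 1 of 1 named gene fell in G5P, and as the paper chose this family on these samples, the count is no independent evidence of its direction. Scr passes the test already in G1 (−0.51) and G2 (−0.68) when UAS-3L G5 is the control. Scr was also lower in w1118, at a log2 fold change of −0.66 (adjusted p = 0.00886). In the larvae of G4, Act79B, a muscle actin of adult flies, had a log2 fold change of 6.90 (adjusted p = 1.16e-05), and in G5P of 5.08 (adjusted p = 5.77e-05).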

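Caf1-55, e(y)3, skd and psq, of the Polycomb and Trithorax groups and their partners, were all higher in the larvae with melanotic tumors. Caf1-55, a histone-binding protein of several chromatin complexes, had a log2 signal of 9.72 ± 0.0893 in Tub-3L G5P against 8.95 ± 0.11 in UAS-3L G1 (SD, n = 2 arrays per group), 1.70-fold higher (SE 0.0794 on the log2 scale, adjusted p = 3.34e-06). It was also higher in G1, by 0.28 (adjusted p = 0.0265), while its log2 fold changes were 0.14 in G2 (adjusted p = 0.202), −0.05 in G4 (adjusted p = 0.676) and 0.01 in G5 (adjusted p = 0.956). e(y)3, a subunit of the PBAP remodelling complex, had log2 fold changes of 0.18 in G1 (adjusted p = 0.165) and 0.20 in G2 (adjusted p = 0.0994), and rose by 0.69 in G4, 1.03 in G5 and 1.74 in G5P (SE 0.0842, adjusted p = 2.99e-09), where it was 3.33-fold higher. skd, a subunit of the Mediator complex, rose by 0.50 in G4 (adjusted p = 0.0118), 0.73 in G5 and 1.26 in G5P (SE 0.14, adjusted p = 5.75e-06). psq, a protein that binds Polycomb sites, was 1.43-fold higher in G5P (SE 0.10, adjusted p = 7.00e-04).

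Both named genes of the PRC2 list of 7 rose in G5P (2 adjusted over the list alone), as did the 1 named gene of the SWI/SNF list of 10 (1 adjusted over the list alone). The paper chose these families on these samples, so the counts are no independent evidence of a direction. The call of skd in G4 is lost with arrays centred on their median (0.36), without Tub-3L G4 replicate 2 (0.48) and without UAS-3L G1 replicate 2 (0.38). In the same G5P larvae Acp36DE, of the male accessory gland, was 46.6-fold higher (SE 0.16, adjusted p = 2.35e-11).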

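Rbf, the fly homologue of the retinoblastoma protein and the 1 gene legible in Fig. 7C that could be named, rose from G4 on. Its log2 fold change against UAS-3L G1 was −0.01 in Tub-3L G1 (adjusted p = 0.950), 0.06 in G2 (adjusted p = 0.668), 0.32 in G4 (adjusted p = 0.0187), 0.68 in G5 (adjusted p = 8.05e-05) and 1.40 in G5P (SE 0.0981, n = 2 arrays per group, adjusted p = 8.99e-08). In G5P its log2 signal was 9.42 ± 0.0297 against 8.02 ± 0.0408 in the control (SD), 2.64-fold higher. From G5 to G5P the increase was 0.72 (adjusted p = 8.39e-05). The call in G4 is lost with the 2 groups alone, with arrays centred on their median (0.18), without Tub-3L G4 replicate 2 (0.29) and without UAS-3L G1 replicate 2 (0.29). In the same G4 and G5 larvae Vm34Ca, the vitelline membrane protein, was 44.7-fold and 73.0-fold higher (SE 0.15). None of the 3 genes of the PhoRC list could be named here.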

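DptB, BomS2 and IM18 were higher in several generations, while the named genes of the melanization and plasmatocyte lists were lower in the larvae with tumors. DptB, an antibacterial peptide, was above UAS-3L G1 by a log2 fold change of 1.60 in Tub-3L G1, 0.77 in G2, 1.31 in G4, 0.53 in G5 and 2.45 in G5P (SE 0.11, n = 2 arrays per group), where it was 5.47-fold higher (adjusted p = 8.94e-10). BomS2, of the immune-induced (IM) peptides, was 7.90-fold higher in G4, 8.33-fold in G5 and 5.33-fold in G5P (SE 0.0959), and had log2 fold changes of 1.12 in UAS-3L* G20* and 1.08 in UAS-3L G5, which lack the driver. IM18, of the same family, rose by 0.79 in G1, 1.01 in G2, 1.19 in G4, 1.48 in G5 and 0.99 in G5P (SE 0.18, adjusted p = 3.21e-04). Mal-A7, a maltase shown with the immune genes in Fig. 7I, was 1.56-fold lower in G2 and 32.7-fold higher in G5P (SE 0.13, adjusted p = 8.12e-12). Tsf1, an iron-binding transferrin of the hemolymph, was 2.23-fold higher in G5P (SE 0.0873, adjusted p = 1.74e-07).

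PPO1, a prophenoloxidase of crystal cells, fell by 7.19-fold in G5P, to a log2 signal of 6.26 ± 0.17 from 9.11 ± 0.14 (SD), and Ddc, an enzyme of the synthesis of melanin precursors, by 5.10-fold (SE 0.22, adjusted p = 1.35e-06). He, a marker of blood cells, was 14.6-fold lower (SE 0.12, adjusted p = 4.49e-11), and Pxn, of plasmatocytes, had a log2 fold change of −2.59 (SE 0.13, adjusted p = 5.62e-09).

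Both named genes of the IM peptide list of 9 rose in G5P (2 adjusted over the list alone), a family that the paper chose on these samples. Of the Toll and IMD list of 16, 2 of 3 named genes rose and 1 fell (2 and 1 adjusted over the list alone; camera, adjusted p = 0.632). All 3 named genes of the melanization list of 11 fell (3 adjusted over the list alone), with a median log2 fold change of −2.35 (camera, adjusted p = 0.0345, and adjusted p = 0.126 with an estimated correlation). All 4 named genes of the plasmatocyte list of 11 fell (4 adjusted over the list alone), with a median of −2.37 (camera, adjusted p = 0.00359, and adjusted p = 0.126 with an estimated correlation). In the same larvae the seminal fluid list, chosen after the values were seen, had a median of 3.35, and Act88F was 40.6-fold higher (SE 0.25). The melanization and plasmatocyte lists were lower in larvae without tumors too, with medians of −1.57 and −0.40 in G4 and −1.475 and −1.67 in G5. The paper reports more hemocytes in Tub-3L larvae of G5, with and without tumors, which is a measure of cells and not of RNA. It also reports a marked change in the types of hemocytes, with many lamellocytes. No gene of the lamellocyte list could be named here, so such a change could not be examined.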

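bi, dve and tnc fell while genes of cell division and DNA replication rose towards G5P. bi, which patterns the wing along its anterior-posterior axis, had log2 fold changes of −0.13 in Tub-3L G1 and −0.18 in G2, and fell from G4 on, with −1.26 in G4 and −2.73 in G5P (SE 0.12, n = 2 arrays per group, adjusted p = 1.20e-09), where it was 6.62-fold lower. dve, a homeodomain protein of the wing and gut, fell as well, with −0.90 in G4, −1.38 in G5 and −1.55 in G5P (SE 0.14, adjusted p = 9.22e-07). tnc was 4.72-fold lower in G5P (SE 0.12, adjusted p = 7.74e-09). APC7, a subunit of the complex that ends mitosis, was 30.7-fold higher in G5P, at a log2 signal of 8.54 ± 0.15 against 3.60 ± 0.0349 in UAS-3L G1 (SD), and was already higher in G4, by 3.56 (SE 0.21, adjusted p = 6.79e-08). RnrL, of deoxyribonucleotide synthesis, was 5.20-fold higher in G5P (SE 0.11, adjusted p = 1.22e-09).

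Of 20 DNA replication genes, 19 rose in G5P, with a median log2 fold change of 1.96 (camera, adjusted p = 2.06e-07). Orc1, of the origin recognition complex, was 10.0-fold higher, at 9.24 ± 0.00552 against 5.91 ± 0.11, and dpa, a subunit of the replicative helicase, had a log2 fold change of 2.04 (SE 0.0970, adjusted p = 2.49e-09). In G4, 11 of the 20 rose, with a median of 0.50 (camera, adjusted p = 0.00106, and adjusted p = 0.0778 with an estimated correlation). Of 24 genes of the mitotic spindle and centrosome, 21 rose in G5P and 1 fell, with a median of 1.29 (camera, adjusted p = 3.20e-05). gwl, a kinase of mitotic entry, had a log2 fold change of 3.65 in G5P (adjusted p = 1.72e-11).

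Both named genes of the wing list of 20 fell in G5P (2 adjusted over the list alone), and the 1 named gene of the cell cycle list of 25, RnrL, rose (1 adjusted over the list alone). The paper chose both families on these samples. In w1118, the log2 fold changes were −1.11 for bi (adjusted p = 5.01e-05) and −0.82 for dve (adjusted p = 0.00109). tnc passes the test already in G1 (−0.54) and G4 (−0.58) when UAS-3L G5 is the control. In the same G5P larvae Acp62F, of the male accessory gland, was 15.2-fold higher (SE 0.24, adjusted p = 2.47e-08).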

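The 2 named genes of the piRNA pathway list, both of which act in the germline of the ovary, rose strongly from G4 on. del, which licenses the transcription of piRNA clusters, had a log2 signal of 9.81 ± 0.0983 in Tub-3L G5P against 6.01 ± 0.12 in UAS-3L G1 (SD, n = 2 arrays per group) (SE of the difference 0.0932, adjusted p = 5.20e-12). The log2 fold change of del was 0.36 in G1 (adjusted p = 0.0173), 0.41 in G2 (adjusted p = 0.0063), 2.09 in G4 and 2.79 in G5, and also 0.47 in UAS-3L* G20* (adjusted p = 0.00641). qin, a Tudor domain protein of piRNA amplification, was 10.5-fold higher in G5P, at a log2 signal of 8.18 ± 0.0419 against 4.79 ± 0.11 (adjusted p = 6.86e-10). Against UAS-3L G1 it had log2 fold changes of 0.08 in G1 (adjusted p = 0.738), 0.74 in G2 (adjusted p = 0.0021), 2.14 in G4 and 2.71 in G5 (SE 0.14).

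Of the list of 24, 2 of 2 named genes rose in G5P (2 adjusted over the list alone), and as the paper chose this group on these samples, the count is no independent evidence of its direction. Genes of the ovary rose in the same groups: in the oogenesis and maternal product list 11 of 14 genes rose in G4 and 1 fell (camera, adjusted p = 2.91e-06), and in G5 12 rose (camera, adjusted p = 6.28e-06). Its median log2 fold changes, 2.11 in G4 and 2.75 in G5, equal those of del and qin, so the list appears to hold both genes. Vm26Aa, the vitelline membrane protein, was 98.3-fold higher in G5P (SE 0.18, adjusted p = 1.04e-11).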

During the analysis of gene expression profiles for individual genes and gene families across different generation we found that the alteration in the expression of most genes was not initiated from G1 but after G2. That the escalation of the aberration at molecular level happened after G2 and not in G1 indicated that a secondary event occurred after 2 generations of ectopic *DNMT3L* expression.

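From Tub-3L G1 to G2, Scr, Kdm4A and e(y)3, taken as examples from Fig. 7 and Supp. Fig. S9, moved little, and most of their change came later. Scr, the Hox gene, had log2 differences of −0.17 from G1 to G2 (adjusted p = 0.462), −0.73 from G2 to G4 (adjusted p = 0.00367), −0.41 from G4 to G5 (adjusted p = 0.0834) and −0.72 from G5 to G5P (adjusted p = 0.00228). Kdm4A, a demethylase of H3K36 and H3K9, had 0.04 (adjusted p = 0.828), 0.54 (adjusted p = 0.00379), 0.46 (adjusted p = 0.0144) and 0.89 (adjusted p = 7.25e-05) over the same steps. e(y)3, of the PBAP complex, had 0.02, 0.50 (adjusted p = 6.43e-04), 0.34 (adjusted p = 0.0121) and 0.70 (adjusted p = 3.33e-05). These adjusted p-values come from limma, with n = 2 arrays per group.

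limma called 834 probe sets between G1 and G2, 443 higher and 391 lower in G2, and 1595 between G2 and G4, 1012 higher and 583 lower in G4. Between G4 and G5 it called 761, 55 higher and 706 lower in G5. The balance of each step depends on the threshold: with no fold threshold it turns, to 2608 higher and 2754 lower in G2, 2613 and 3004 in G4, and 2275 and 1744 in G5. That from G1 to G2 also turns with arrays scaled to RpLP0 (370 and 480), and the 55 become 83 without replicate 1 of Tub-3L G5 or of Tub-3L G4 and 34 with arrays centred on their median. Against UAS-3L G1, the chorion, vitelline membrane and yolk list had a median log2 fold change of −0.54 in G2, with 2 of 4 genes lower (2 adjusted over the list alone), before its increase in G4. The paper places the escalation after G2 and proposes that a secondary event followed the first generations of DNMT3L expression. Here limma called more probe sets from G1 to G2 (834) than from G4 to G5 (761). This order turns with the methods' t-test adjusted by Benjamini-Hochberg (25 and 49), and the step from G2 to G4 leaves out G3. The paper compares each group with UAS-3L G1, and against that control the calls of limma rose from 918 in G2 to 2021 in G4 and 3790 in G5.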

### Epigenetic changes upon ectopic DNMT3L expression are inherited across more than one generation

As DNMT3L has been shown to influence DNA methylation in mammalian cells, we first examined the effect of ectopic *DNMT3L* expression on DNA methylation across successive generations by MeDIP using methyl cytosine antibody. No increase in the level of DNA methylation was detected in any of the generations at the genomic as well as at specific gene promoter level (Supp. Figs S6, S7).

The other known epigenetic partner of DNMT3L is histone H3, particularly when H3 is unmethylated at H3K4^3^. To examine whether ectopic *DNMT3L* expression had any effect on H3 methylation at H3K4, we probed 3^rd^ instar *Drosophila* expressing *DNMT3L* for the level of H3K4me_3_. As can be seen in the representative western blot (Fig. 8A), the level of H3K4me_3_ had significantly reduced in tumor bearing *Tub-3L* (G5) larvae as compared to the control *UAS-3L* (G5) larvae. This observation was reinforced by immuno-staining of polytene chromosome with H3K4me_3_ antibody where negligible H3K4me_3_ staining was observed for the polytene chromosome in *DNMT3L* expressing *Tub-3L* flies (Fig. 8B).

While the phenotypic consequence of *DNMT3L* expression was only observed in G5, the aberrant expression of several genes was observed as early as G2. 

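In Tub-3L G2, a tubulin and an amylase gene were among the strongest increases and glue genes among the decreases. alphaTub85E, the tubulin of testis and muscle, had a log2 signal of 8.87 ± 0.0517 against 6.01 ± 0.0595 in UAS-3L G1 (SD, n = 2 arrays per group), 7.25-fold higher (adjusted p = 6.01e-08), after 2.47-fold in G1. Amy-d, the amylase, had a log2 fold change of 2.63 (SE 0.23, adjusted p = 8.24e-06). Tsf1, the transferrin, rose by 0.48 (SE 0.0873, adjusted p = 0.00157), a call that is lost with the 2 groups alone. Of the 6 salivary glue genes, 4 fell (5 adjusted over the list alone), with a median log2 fold change of −0.45 (camera, adjusted p = 0.00621, and adjusted p = 0.0776 with an estimated correlation). The 3 named heat shock genes rose (3 adjusted over the list alone), with a median of 0.59 (camera, adjusted p = 0.0485, and adjusted p = 0.241 with an estimated correlation).

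Of the 918 probe sets called by limma in G2, 163 were called the same way in G1 and 18 the opposite way, against 13.0 the same way for independent lists. With G4 407 were shared the same way (59.3 for independent lists). Simulated data with the shared control and no difference between groups gave 0.02 shared with G1 and 0 with G4 with limma, and 0.62 and 0.48 with the methods' t-test. Part of each excess may come from the UAS-3L G1 arrays that the comparisons share, and simulated data with so few calls cannot tell how much.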

Western blot analysis was performed to investigate whether the H3K4me_3_ levels were altered in other generations as well. In this analysis, we also tested the levels of other known active (H3K4me_2_, H3K36me_3_) and repressive (H3K9me_3_ and H3K27me_3_) histone marks^18^,^19^. Repressive chromatin marks H3K9me_3_ and H3K27me_3_ were unaffected due to DNMT3L expression but the levels of the active histone marks H3K4me_3_, H3K4me_2_ and H3k36me_3_ were dramatically reduced in tumor bearing G5 3^rd^ instar larvae (Fig. 8C). Furthermore, densitometric scanning of the western blots (Fig. 8D) revealed that the reduction in H3K4me_3_ and H3K36me_3_ was initiated in G3 and the decrease was progressively more in the successive generations with the maximum decrease being observed in tumor bearing 3^rd^ instar larvae in G5. Thus, decrease in the overall levels of active histone modifications in G3 correlated with the escalation of genome-wide aberrant gene expression after G2.

Western blot analysis provided the genome-wide picture of histone modifications profile. To probe the association of histone marks with the promoters of specific genes, chromatin immunoprecipitation (ChIP) was carried out using antibodies to specific histone modifications. The association of DNMT3L with the promoters of these genes was also examined by ChIP. 

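mamo, a zinc finger gene of the germline, was lower than UAS-3L G1 in Tub-3L G1 and higher in G4 and G5. Its log2 fold change was −0.41 in G1 (adjusted p = 0.0269), −0.20 in G2 (adjusted p = 0.220), 0.53 in G4 (adjusted p = 0.00279), 0.63 in G5 (adjusted p = 5.42e-04) and 0.06 in G5P (adjusted p = 0.660), each with an SE of 0.12 (limma, n = 2 arrays per group). Its log2 signal was 8.17 ± 0.14 in UAS-3L G1, 8.80 ± 0.0169 in G5 and 8.23 ± 0.0330 in G5P (SD). From G5 to G5P it fell by 0.57 (adjusted p = 0.00145). It was also lower in larvae without the driver, with −0.51 in UAS-3L* G20* (adjusted p = 0.0132) and −0.46 in UAS-3L G5 (adjusted p = 0.0223). With UAS-3L G5 as the control the log2 fold change is 0.05 in G1 and passes the test in G5P, at 0.52. The call in G1 is also lost with the 2 groups alone, with arrays scaled to RpLP0 (−0.35), without Tub-3L G1 replicate 1 (−0.33) and without UAS-3L G1 replicate 2 (−0.31). In the same G4 larvae Acp62F, of the accessory gland, was 38.3-fold higher (adjusted p = 8.37e-09).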

9 genes that were either upregulated (*kdm4a, piwi, Suv3(3)* and *esc*) or downregulated (*abd-A*, *mamo*, *wgn*, *cyr* and *wg*) were chosen for the analysis. ChIP analysis was also done for 3 other genes (*bch, hem* and *sky*) whose expression was unaffected. DNMT3L was found to be associated with the promoters of all the genes that were aberrantly expressed in *DNMT3L* expressing transgenic flies and in all the generations (Fig. 9A). That this association was genuine was supported by the observation that the promoters of these misreulated genes showed loss of DNMT3L association in the G20 UAS-3L* flies where the Tubulin-GAL4 driver had been crossed out (Fig. 9A). We noticed difference in the profile of DNMT3L binding to the promoters of upregulated and downregulated genes across different generations. While all promoters (for both up and down regulated) showed significant increase in DNMT3L association in G1 *Tub-3L* flies as compared to control UAS-3L flies, the level of DNMT3L associated with the promoters of upregulated genes plateaued in subsequent generations. A slight modification in this trend for upregulated genes was noticed for the *piwi* promoter where further increase in DNMT3L association was observed in G2 followed by plateauing of its association in subsequent generations (Fig. 9A). On the other hand, DNMT3L association with 3 of the 5 down regulated genes promoters was distinctly increased in the tumor bearing G5 larvae as compared to the other generations (Fig. 9A). Amongst the down regulated genes, the association of DNMT3L with the promoter of *abd-A* increased progressively with each successive generation.

For the same set of promoters, ChIP analysis was also carried out using H3K4me_3_, H3K36me_3_ and H3K27me_3_ antibodies (Fig. 9A–C). Since H3K36me_3_ levels in the exonic regions has been associated with regulation of gene expression^20^, we also examined H3K36me_3_ levels within the exonic regions of these genes (Fig. 9D). 

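E(z), the methyltransferase of H3K27 in the Polycomb complex PRC2, was higher in the later generations, by less than 2-fold. Its log2 fold change against UAS-3L G1 was 0.23 in Tub-3L G1 (adjusted p = 0.169), 0.30 in G2 (adjusted p = 0.053), 0.50 in G4 (adjusted p = 0.00256), 0.36 in G5 (adjusted p = 0.0127) and 0.92 in G5P (SE 0.11, n = 2 arrays per group, adjusted p = 9.50e-06). In G5P the log2 signal was 7.45 ± 0.19 against 6.53 ± 0.00157 in the control (SD), 1.90-fold higher. From G5 to G5P it rose by 0.56 (adjusted p = 9.23e-04). The call in G5 is lost with the 2 groups alone, with arrays centred on their median (0.17), with UAS-3L G5 as the control (0.18) and without Tub-3L G5 replicate 2 (0.27). Other genes of the ovary rose in the same G5P larvae: moon had a log2 fold change of 5.00 (adjusted p = 2.85e-11). It was also called higher by limma in UAS-3L* G20*, at 1.12 (adjusted p = 5.54e-04).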

As we had noted in the western blot analysis, the association of H3K27me_3_ with the various promoters was not altered across the different generations (Supp. Fig. S8) and was in agreement with the microarray data that showed no change in the expression level of *E(Z)*, the H3K27 methyltransferase. At the genome-wide level H3K4me_3_ and H3K36me_3_ levels were drastically decreased in tumor bearing G5 larvae (Fig. 8). Two different trends were noticeable for H3K4me_3_ and H3K36me_3_ (both promoter and exonic region). While the association of H3K4me_3_ and H3K36me_3_ with specific gene promoter was found to have decreased for 3 out 5 the down regulated genes in the tumor bearing G5 larvae (Fig. 9B,C), the promoters of upregulated genes showed an increase in H3K4me_3_ and H3K36me_3_ levels in the tumor bearing G5 larvae. This was also true for the association of H3K36me_3_ with the exonic regions (Fig. 9D). This was a surprising result as association of DNMT3L led to opposite transcriptional outcomes and epigenetic profiles for these two different sets of genes.

DNMT3L is known to be an epigenetic reader and binds to H3 only when H3K4 is in the unmethylated state, a state that is associated with inactive chromatin and transcriptional repression^3^. Our results would indicate that DNMT3L can associate with specific genetic loci even in the presence of H3K4me_3_. Moreover, as the association of DNMT3L with different gene promoters led to changes in the level of H3K4me_3_, it would suggest that DNMT3L binding can also influence the level of H3K4me_3_.

DNMT3L binding within the promoter of the affected genes was observed in G1 and all successive generations but changes in the levels of H3K4me_3_ and H3K36me_3_ was noticeable only from G3. This may suggest that DNMT3L likely influences H3K4me_3_ and H3K36me_3_ indirectly by modulating the expression of H3K4me_3_ and H3K36me_3_ specific histone methyltransferases or demethylases. This contention was backed by our observation that the change in the expression of histone H3K4 and H3K36 methyltransferases and demethylases, especially *Su(var)3-3* and *Kdm4a*, mirrored the decrease in the levels of H3K4me_3_ and H3K36me_3_ (Supp. Fig. S9).

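Transcripts of 2 histone demethylases were higher in the later generations. Kdm4A, which demethylates H3K36 and H3K9, had a log2 signal of 9.15 ± 0.0419 in Tub-3L G5P against 6.89 ± 0.0299 in UAS-3L G1 (SD, n = 2 arrays per group), 4.80-fold higher (SE 0.12 on the log2 scale, adjusted p = 5.89e-09). Its log2 fold change was 0.34 in G1 (adjusted p = 0.0672), 0.38 in G2 (adjusted p = 0.0312), 0.92 in G4 (adjusted p = 6.00e-05) and 1.38 in G5 (adjusted p = 8.69e-07). Su(var)3-3, the fly homologue of the H3K4 demethylase LSD1, had 8.36 ± 0.0300 against 6.44 ± 0.26, 3.81-fold higher in G5P (SE 0.14, adjusted p = 1.18e-07). Its log2 fold change was 0.34 in G1 (adjusted p = 0.108), 0.50 in G2 (adjusted p = 0.0175), 0.62 in G4 (adjusted p = 0.00337) and 1.00 in G5 (adjusted p = 6.04e-05). Larvae without the driver also had higher values: UAS-3L* G20* had 0.52 for Kdm4A (adjusted p = 0.0140) and 0.64 for Su(var)3-3 (adjusted p = 0.0106), and UAS-3L G5 had 0.51 (adjusted p = 0.0141) and 0.60 (adjusted p = 0.0141).

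Both named genes of the demethylase list of 5 rose in G5P (2 adjusted over the list alone). With UAS-3L G5 as the control, the log2 fold changes in G2 turn to −0.14 for Kdm4A and −0.10 for Su(var)3-3, and the call of Su(var)3-3 in G4 is lost, at 0.02. Kdm4A in G4 shrinks to 0.40 and Su(var)3-3 in G5 to 0.39, and both still pass the test. Both calls in G2 are also lost with the 2 groups alone. That of Kdm4A is lost with arrays centred on their median (0.27) and without either replicate of Tub-3L G2 or UAS-3L G1 (0.33 to 0.42), and that of Su(var)3-3 without either replicate of Tub-3L G2 or without UAS-3L G1 replicate 1 (0.31 to 0.52). In G1, Kdm4A passes the test without Tub-3L G1 replicate 1 (0.56) and Su(var)3-3 without UAS-3L G1 replicate 2 (0.53). In the same G5P larvae Acp26Aa, of the accessory gland, was 6.75-fold higher (SE 0.23, adjusted p = 3.80e-07).

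**Figure D3:**
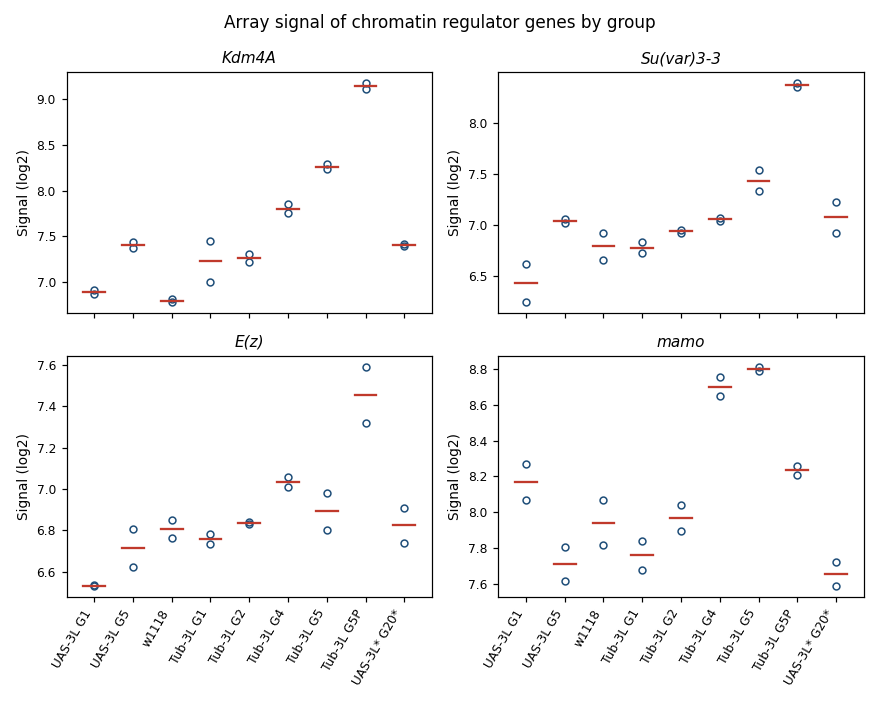
Log2 signal (y axis) of Kdm4A, Su(var)3-3, E(z) and mamo on the arrays of the 9 groups named along the x axis. Blue circles are arrays and red lines the mean of the 2 arrays of a group.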

The modENCODE database^21^ for *Drosophila* has catalogued histone modifications associated with specific genetic loci within the *Drosophila* genome for the various adult tissue of the adult flies as well as for embryo and larvae at different developmental stages (Comprehensive encyclopedia of genomic functional elements in the model organisms *C. elegans* and *D. melanogaster*; http://www.modencode.org/; date of access, 15/9/15). Using the data available for 3^rd^ instar larvae in the modENCODE database, we extracted the normal epigenetic profile of the genes that were found to be misregulated in *DNMT3L* expressing flies across the various generations. The epigenetic profile of a region 1000 bp on either side of the Transcriptional Start Site (TSS) for each gene was captured and used for the analysis. Of the 205 genes (103 up and 102 down regulated) misregulated in G1, 153 (~75%) were unmethylated at H3K4. For the complete set of *Drosophila* genes that were represented on the microarray, only 46% of the gene promoters were unmethylated at H3K4. This suggested that in G1, DNMT3L was targeting gene promoters devoid of H3K4me_3_. However, in successive generations this bias was progressively removed (Table 7). In fact, DNMT3L binding was found to be biased for H3K4me_3_ promoters in tumor bearing G5 larvae as 63% of the misregulated gene promoters were found to be trimethylated at H3K4 (Table 7). When the same analysis was performed on misregulated genes after categorizing them as up or down regulated, it was noticed that while both sets showed bias for unmethylated H3K4 in G1, the bias favoring H3K4me_3_ in the following generation was only seen in the down regulated genes. For the upregulated genes the bias for unmethylated H3K4 was removed progressively and by G5 almost equal number of genes were associated or devoid of H3K4me_3_ (Table 7).

### Inheritance of epimutations between two generations in DNMT3L expressing *Drosophila* is dependent upon *piwi*

The progressive decrease in H3K4me_3_ and H3K36me_3_ indicated that alteration in epigenetic modifications (epimutations) were being inherited from one generation to another. Recent studies have implicated the role of *piwi* associated piRNAs in transgenerational inheritance of epigenetic characters^22^,^23^. Examination of the microarray data indicated that all the members of the *piwi* group of proteins were upregulated in *DNMT3L* expressing flies (Fig. 7N). To investigate the role of piwi protein, G5, *Actin-3L* flies were crossed with piwi mutant flies (*piwi*^*06843cn1/CyO*^*; ry*^*506*^) and the progeny of this cross (*piwi*-*Tub-3L*) were scored for melanotic tumors. As shown in Table 8, *piwi*-*Actin-3L* flies carrying mutated *piwi* gene and DNMT3L transgene did not produce any progeny that had melanotic tumors implicating piwi protein in the inheritance of epimutations. Expression of DNMT3L was unchanged in the *piwi*-*Tub-3L* flies and similar to what was observed in G5, *Tub-3L* flies.

### Maternal transmission of epimutations

We next investigated whether the epimutations were being inherited through both the germ lines or were being passed on to the progeny by one parent. The phenotypic consequences of ectopic DNMT3L expression in *Drosophila* appeared only in the 5^th^ generation even though the epimutations (loss of H3K4me_3_ and H3K36me_3_) were observed as early as the 3^rd^ generation. Moreover, the extent of these epimutations increased progressively in subsequent generations. Appearance of tumors only in the 5^th^ generation and in each generation thereafter would indicate that from the 5^th^ generation onwards a threshold level of epimutations necessary for the phenotype accumulates and inheritance of which causes tumors in the progeny. If the threshold level of the epimutations was achieved only in G5 and were being passed on to the progeny, then in a cross between G5 *Tub-3L* and G1 *Tub-3L* flies, some of the progeny should show tumors. Based on this contention, the following crosses were set up: (i) G5-*Tub-3L* ♀ X G1-*Tub-3L* ♂– to check for maternal transmission; (ii) G1-*Tub-3L* ♀ X G5-*Tub-3L* ♂ – to check for paternal transmission; (iii) G1-*Tub-3L* ♀ X G1-*Tub-3L* ♂– negative control; (iv) G5-*Tub-3L* ♀ X G5-*Tub-3L* ♂ – positive control. The results from these crosses are presented in Table 9. As expected G5-*Tub-3L* ♀ X G5-*Tub-3L* ♂ produced 5–6.9% larvae that had melanotic tumors. None of the 3^rd^ instar larvae from the crosses G1-*Tub-3L* ♀ X G1-*Tub-3L* ♂ had tumors. Progeny from G1-*Tub-3L* ♀ X G5-*Tub-3L* ♂ did not show tumors but 2.9–3.7% of the progeny from the G5-*Tub-3L* ♀ X G1-*Tub-3L* ♂ developed melanotic tumors indicating maternal inheritance of the epimutations.

## Discussion

The inheritance of epigenetic modifications across multiple generations results from events during germ cell development and fertilization that allow epigenetic marks acquired during the life time of an organism to be passed on to the progeny^24^. Epigenetic inheritance could be intergenerational as has been documented for genomic imprinting^25^ or transgenerational where epigenetic modification acquired in one generation is inherited unchanged across several generations^26^,^27^,^28^. In both cases, limited knowledge is available on the components and mechanism by which epigenetic modifications cross the meiotic barrier between two generations^29^. A few recent studies have found piwi group of proteins and piRNA to be involved^22^,^23^, however the exact mechanism(s) still needs to be dissected out. Our observation that ectopic expression of DNMT3L in *Drosophila* resulted in initiation and maternal inheritance of epimutations across several generations not only establishes the role of DNMT3L in intergenerational epigenetic inheritance, but also provides a reason to reevaluate the theories that discuss the need for genomic imprinting in placental mammals.

### DNMT3L facilitates nuclear reprogramming even in the absence of de novo DNA methyltransferase

The functional consequence of DNMT3L action is mediated by its interactions with de novo methyltransferases DNMT3A and DNMT3B and histone H3^2^,^3^,^4^. Previous work from our laboratory had indicated a role of DNMT3L in nuclear reprogramming in mammalian cell lines^7^. In the present study, ectopic DNMT3L expression in *Drosophila* (DNMT3L is not present in the *Drosophila* genome) caused progressive misregulation of genes and by the 5^th^ generation a very large number of genes (3730) were aberrantly expressed. Some of the transgenic flies expressing DNMT3L also developed melanotic tumors and did not survive. *Drosophila* has negligible DNA methylation^30^ and lacks the de novo DNA methyltransferases DNMT3A and DNMT3B as well as the maintenance DNA methyltransferase DNMT1. While the methyltransferase, DNMT2, is present in *Drosophila*, it has been shown to be a tRNA methyltransferase^31^. Our results show no change in DNA methylation (globally as well as at specific gene level) in any of the generations indicating that even in the absence of an endogenous functional DNA methyltransferase, the interaction of DNMT3L with histone H3 is sufficient for its nuclear reprogramming capability. It would also suggest that the interaction of DNMT3L with DNMT3A and DNMT3B versus the binding of DNMT3L with histone H3 may be redundant and it would be of interest to determine whether or not both events would influence the same subset of genes.

### DNMT3L facilitates intergenerational inheritance of epimutations

Nuclear reprogramming observed in DNMT3L expressing *Drosophila* (this study) and mammalian cells overexpressing DNMT3L^7^ was gradual and progressive. However, an important difference exists between the two results. While the nuclear reprogramming in mammalian cells occurred across several mitotic divisions^7^, the progressive misregulation of genes across several generations in transgenic *Drosophila* involved germline passage through meiotic divisions. Most epigenetic marks are normally erased and reset in the germline though some studies have shown transgenerational germline passage of epigenetic marks^32^,^33^,^34^,^35^,^36^,^37^. The inheritance of aberrant epigenetic modifications or epimutations across several generations that we observed in this study would fit into the broad definition of transgenerational epigenetic inheritance. However, an important criterion for categorizing inheritance of epigenetic marks as transgenerational is the ability of epigenetic marks to survive germline passage across several generations in the absence of the causative environmental or genetic cue in the subsequent generations^32^. In this study, inheritance of epimutations across successive generation was observed, but only when the causal DNMT3L expression was present. In G20, when the *GAL4* driver was removed from the transgenic flies, the aberrant expression of genes and the epimutations disappeared in the absence of DNMT3L expression. This would indicate that the inheritance of epimutations was intergenerational rather than transgenerational. An important example of intergenerational inheritance is genomic imprinting and DNMT3L has been linked to setting up of methylation imprints in the germ line of mammals (mice)^5^,^6^. Genomic imprinting represents a phenomenon wherein epigenetic modifications are inherited to the progeny in a parent-of-origin-specific manner^38^. In transgenic *Drosophila*, epimutations were inherited from the mother to her progeny suggesting of a possibility that expression of *DNMT3L* had allowed a process similar to genomic imprinting to be initiated. Like in mammals, the formation of germ cells in *Drosophila*, takes place at a time during embryogenesis when the embryo is still under the influence of maternal factors^39^. Therefore, the possibility also exists that the inheritance of epimutations were due to the influence of maternally produced DNMT3L. While further work is needed to distinguish the two possibilities, a closer examination of our result suggests that the possibility of a process similar to genomic imprinting cannot be ruled out. From the 5^th^ generation onwards, 5–8% of the *DNMT3L* expressing larvae showed melanotic tumors. However, in our cross where G5 females with G1 males only 3–4% of progeny showed tumors (Table 9). If only the epimutations passed on through the female germline were responsible for the phenotype then in this cross the percentage of larvae showing melanotic tumors should have remained in the 5–8% range. Decrease in this percentage could suggest that some epimutations at specific genomic loci may be being passed on through the paternal germline. Since we were looking only at the gross phenotypic levels examination of the intergenerational inheritance of epimutations at specific loci would help in distinguishing between the two possibilities.

### DNMT3L allows accumulation of epimutations across more than one generation

As mentioned earlier, established epigenetic modifications are normally reset in the germ cells before fertilization^31^. Therefore, any epimutation acquired during one generation would be lost in the germ cells and hence not inherited. Even for imprinted genes, the epigenetic imprints inherited from the previous generation are erased before new epigenetic modifications determined by the sex of the individual are initiated. However, we observed a progressive decrease in the genome-wide levels of H3K4me_3_ and H3K36me_3_ across more than one generation. This was also true at specific gene levels. For example, the level of H3K4me_3_ at the promoter of the *hox* gene, *abd-A*, decreased progressively across successive generations. Similar inheritance of reduced H3K4 methylation across several generations in mice was recently reported^40^. The accumulated decrease in these modifications (or accumulation of epimutations) suggested that in the presence of DNMT3L new epigenetic modifications were being added over and above of what was inherited from the previous generation. Previous studies on DNMT3L have suggested its role in initiating or setting up of methylation imprints in mammalian germ cells^5^. Based on this, one possible explanation for epimutation accumulation could be incapacitation of protein(s) responsible for erasure or resetting of epigenetic modification, as a secondary event in *Drosophila* expressing DNMT3L. Hence, in each generation DNMT3L would keep adding new epimutations to the ones inherited from the previous generation without being erased. On the other hand, it is possible that the presence of DNMT3L prevented erasure of epimutations inherited from the previous generation. In this scenario, epigenetic modifiers responsible for setting up of new epigenetic marks in the germ cells would add on to the epigenetic modifications that were not erased due to the presence of DNMT3L. Careful examination of the temporal expression of DNMT3L in mammalian germ cells or derivation of transgenic *Drosophila* expressing DNMT3L in a very narrow developmental window immediately before or after the time when epigenetic modifications are reset in the germline would help in answering this question. Moreover, further work to understand, (i) how epimutations were inherited in *hml-3L* and *GMR-3L* flies where DNMT3L expression was restricted to hemolymph and eyes respectively; and (ii) how epimutations that were accumulated over multiple generations reverted back immediately once the ectopic expression of the *DNMT3L* transgene was abolished, would help in understanding the mechanism underlying *DNMT3L* action.

Whether it is in placental mammals, angiosperms or a few species of insects, the phenomenon of genomic imprinting has been invoked as a means to regulate the parasitic relationship that the embryo has with its mother^41^. If the possibility that DNMT3L allowed parent-of-origin-specific intergenerational inheritance of epigenetic modifications, was found to be true then it would be prudent to reevaluate the reason as to why some species have chosen genomic imprinting as a means of regulating gene expression.

## Methods

### Fly stocks and crosses

DNMT3L cDNA with the FLAG tag was PCR amplified from pcDNA3.1-DNMT3L^7^ and sub-cloned into the *Drosophila* cloning vector pUAST under the UAS containing *hsp70* promoter. This vector also contains the reporter *mini-white* gene for the selection of the transgenic lines. Transgenic flies, using the *Drosophila* strain *W*^*1118*^, were generated by standard protocol involving P-element mediated germline transformation^42^. After injection, 6 independent transgenic lines, with integration of DNMT3L transgene on various chromosomes, were established. The induction of the DNMT3L in different lines (*UAS-FLAG-DNMT3L*) was carried out by crossing these lines with constitutive *GAL4* driver lines like *Tubulin-GAL4*, *Actin-GAL4*, and *daughterless-GAL4* or with tissue specific *GAL4* driver like *GMR-GAL4* (eye-specific) and *hml-GAL4* (haemolymph-specific). All *GAL4* driver and the *piwi* mutant (*piwi*^*06843cn1/CyO*^*; ry*^*506*^) lines were obtained from the Bloomington stock center.

### Crosses to get transgenic flies expressing DNMT3L

Initially, the *UAS-DNMT3L* flies and the *GAL4* driver flies were crossed to the double balancer flies to get the desired marker on each chromosomes. The desired flies from both these crosses were further crossed with each other to bring *DNMT3L* and the *GAL4* driver into the same flies. The resulting flies were then self-crossed with each other to obtain homozygous DNMT3L flies with the appropriate GAL4 driver. In case of the crosses with *Tubulin-GAL4* and *da-GAL4* driver flies (*Tubulin-GAL4* and *da-GAL4* driver are present on the 3rd chromosome), the DNMT3L line 38.1.1 in which the *DNMT3L* transgene was on the second chromosome was used. For *Actin-GAL4* and *hml-GAL4* (*Actin-GAL4* and *hml-GAL4* driver on 2^nd^ chromosome, the DNMT3L line 42.1.2 with the transgene on the third chromosome was used. For crosses with *GMR-GAL4* (*GMR* driver present on the 1^st^ chromosome), the DNMT3L line 38.1.1 in which the DNMT3L transgene was on the second chromosome was used.

### Phenotypic Analysis

#### *Drosophila* wing mounting

Wings were removed from both control and transgenic DNMT3L flies and incubated in 10% KOH at 70 °C for 5 minutes followed by washing with PBS. The treated wings were mounted in Canada balsam on a glass slide and photographed using Zeiss Axiocam camera.

#### Imaging of *Drosophila* eyes by Scanning Electron Microscope (SEM)

*Drosophila* heads for imaging were fixed in 2.5% Glutaraldehyde in 0.1 M phosphate buffer (pH 7.2) for 24 hours followed by incubation in 2% aqueous osmium tetraoxide for 4 hours. The samples were serially dehydrated in alcohol and dried to critical point drying with CPD unit. The processed samples were mounted on the stubs with double sided carbon conductivity tape and coated with gold in an automated sputter coater for 3 minutes. Images were acquired using a Scanning Electron Microscope (SEM- Model JOEL-JSM 5600) at 200X or 1000X at RUSKA Laboratory, College of Veterinary Sciences, Hyderabad, India.

### Hemolymph analysis

Third instar larvae were washed with PBS followed by 70% ethanol and blotted dry. The larvae were dissected by gently pulling the epidermis apart with the help of forceps to ooze out the hemolymph on a glass slide. The hemolymph was air dried and further processed. For Phalloidin staining of the hemolymph the cells in the dried hemolymph were fixed in 4% paraformaldehyde for 10 minutes. Excess paraformaldehyde was removed from cells by giving three PBST (PBS with 0.1% triton X-100) washes. A 1:500 dilution of Alexa 488 conjugated anti-Phalloidin antibody (Life Technologies) was added to the sample, the slide was incubated in a humidified chamber for 30 minutes followed by three PBST washes. The slides were mounted with DAPI and observed under florescent microscope. For phospho-histone 3 staining of the hemocytes, 1:100 dilution of mouse anti-PH3 antibody (Millipore) and 1:250 dilution of anti-mouse Alexa Flour 488 (Life Technologies) were used for the immunostaining.

### Chromatin immunoprecipitation (*ChIP)*

Chromatin immunoprecipitation was performed as described previously^43^. Briefly, 3^rd^ instar larvae was homogenised and then sonicated in Biorupter (Diagenode) biorupter so that DNA was sheared between 200–500 bp. Chromatin immunoprecipitation was performed on the sonicated sample using auto ChIP kit (Diagenode) in the IPStar automated ChIP machine (Diagenode) using specific antibodies.

### Antibodies and primers used for the study

The Flag antibody was purchase from Sigma (F1804). H3 (ab1791), H3k4me_3_ (ab8580), H3K9me_3_ (ab8898), H3K27me3 (ab6002), H3K36me_3_ (ab9050) and beta-actin (ab8227) antibodies were purchased from Abcam. Oligonucleotides used in this study are provided as supplementary data.

### Polytene chromosome immunostaining

Immunostaining of the polytene chromosome from control and the transgenic larvae was done following established protocol^44^. Incubation with the primary antibodies against Flag tag (Sigma), histone H3 and H3K4me_3_ (Abcam) was done overnight at 4 °C.

### Microarray analysis

#### Isolation of RNA from *Drosophila*

The RNA for the microarray analysis was isolated from third instar larvae using TRI reagent (Sigma). The RNA was further purified using purelink RNA mini kit (Life Technologies). The RNA for the various samples and their duplicates was from 20–30 larvae at approximately same stage of 3^rd^ instar larval development. The total RNA was analysed for gene expression profiling using the Affymetrix *Drosophila* Gene 1.1 ST array (Affymetrix, Santa Clara, CA) at Imperial Life Sciences, India. This array contained 362,078 probe sets representing more than 15,309 transcripts, including all known genes. Synthesis and labelling of complementary DNA targets, hybridization and scanning of GeneChip were carried out according to the instructions provided by Affymetrix.

#### Bioinformatic analysis

For initial gene level expression analysis, the Affymetrix CEL-files were first imported into Affymetrix Expression Console Software, version 1.3. The Robust Multichip Analysis (RMA) algorithm was applied to the probe cell intensity data files for all experimental conditions, using default parameters in the RMA-sketch workflow for core gene level analysis. Analysis of differentially expressed genes was performed with Affymetrix Transcriptome Analysis Console (TAC) Software. Significance of the difference for each gene was determined by one-way ANOVA. Genes that were differentially regulated by 2 fold or greater with a p-values ≤ 0.05 were included in the further analysis. The scatter plot for the various upregulated and downregulated genes for the comparison between the transgenic flies without *GAL4* driver and the transgenic flies of various generation with *Tubulin-GAL4* driver was made using the Transcriptome Analysis Console (TAC) 2.0 software. Pathway analysis was done using DAVID Bioinformatics Resources 6.7^45^ and Gorilla^46^. The Venn diagrams were created using the web tools provided in the Bioinformatics and Evolutionary Genomics facility website (Van de Peer Y. *et al*. Calculate and draw custom Venn diagrams; http://bioinformatics.psb.ugent.be/webtools/Venn/; date of acess, 15/9/15).

modENCODE (Comprehensive encyclopedia of genomic functional elements in the model organisms *C. elegans* and *D. melanogaster*; http://www.modencode.org/, date of access, 15/9/15) database for *Drosophila melanogaster* was searched for the availability of experiments for H3K27me_3_, H3K36me_3_, H3K4me_2_ and H3K4me_3_ histone modifications in 3^rd^ instar larval stage. A total of 89 dataset were found relevant and downloaded for further comparisons. The coordinates for 1000 bases upstream of TSS and 1000 bases downstream of TSS of up and down regulated genes identified using microarray data genes were calculated. BEDtools was used to identify regions that showed presence of a particular modification in at least 50% of the data sets and designated as regions associated with the specific histone modification whereas all other regions were taken be regions lacking that modification.

For validation of the array data, cDNA synthesis was performed on DNase treated RNA and qRT-PCR (ABI 7500) was set up for the indicated misregulated genes.

## Additional Information

**How to cite this article**: Basu, A. *et al*. DNMT3L enables accumulation and inheritance of epimutations in transgenic *Drosophila*. *Sci. Rep.* **6**, 19572; doi: 10.1038/srep19572 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
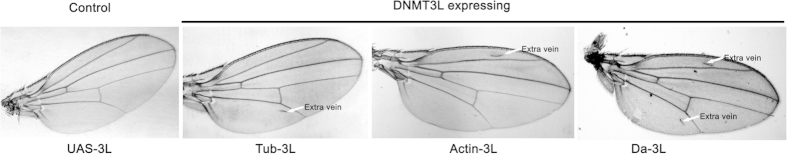
Ectopic *DNMT3L* expression causes wing phenotype in the transgenic *Drosophila*. Comparison of wings from control and transgenic DNMT3L flies showing extra veins in the DNMT3L expressing flies. *Tub-3L*, *Actin-3L*, *da-3L* - transgenic DNMT3L flies with *Tubulin*, *Actin* or *daughterless GAL4* driver respectively. Extra veins in the wings are marked by arrows.

**Figure 2:**
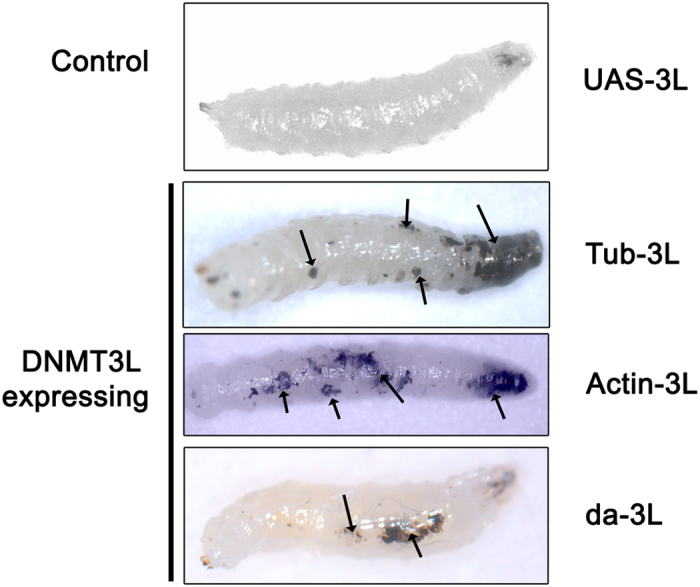
Ectopic *DNMT3L* expression causes melanotic tumors in transgenic flies from the fifth generation. Images of 3^rd^ instar larvae from DNMT3L transgenic flies in the absence and presence of GAL4 drivers. Melanotic tumors were observed in DNMT3L transgenic flies in the larval stage after maintaining the flies for five generations. The melanotic tumors are marked by arrows. The location of the melanotic tumors varied in different larvae. *UAS-3L* - transgenic DNMT3L flies without any *GAL4* driver. *Tub-3L*, *Actin-3L*, *da-3L* - transgenic DNMT3L flies with *Tubulin, Actin* or *daughterless GAL4* driver respectively.

**Figure 3:**
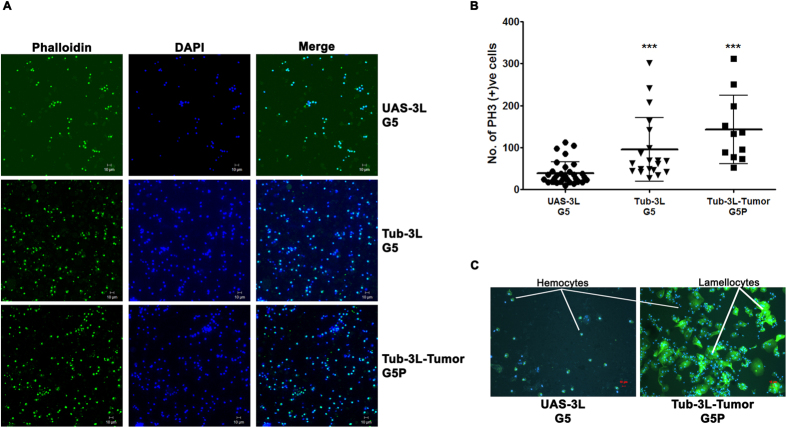
Ectopic *DNMT3L* expression affects the number and types of hemocytes. (**A**) Florescent microscopic images of Alexa 488-Phalloidin (stains Actin) stained hemocytes of control *UAS-3L* and the *DNMT3L* expressing G5, *Tub-3L* transgenic flies. The nuclei of the cells was counterstained with DAPI. Note the increase in the number of hemocytes in the *DNMT3L* expressing *Tub-3L* and *Tub-3L*-tumor transgenic flies. (**B**) PH3 positive (proliferating) cells in control and DNMT3L expressing 3^rd^ instar larvae. (**C**) Hemocytes stained with Phosphohistone 3 (PH3) from 5^th^ generation control and *DNMT3L* expressing larvae (with melanotic tumors). Note the increase in the number of lamellocytes in the larvae bearing the tumors. *UAS-3L*, G5 - 5^th^ generation transgenic *UAS-DNMT3L* flies (without any *GAL4* driver). *Tub-3L*, G5: 5^th^ generation transgenic flies expressing *DNMT3L* with *Tubulin-GAL4* driver. *Tub-3L*-tumor, G5P-: 5^th^ generation transgenic *Tub-3L* flies expressing *DNMT3L* with melanotic tumors. The error bars represent Standard Deviation (S.D.). *Indicate significant difference (Student’s t test, ***p < 0.001).

**Figure 4:**
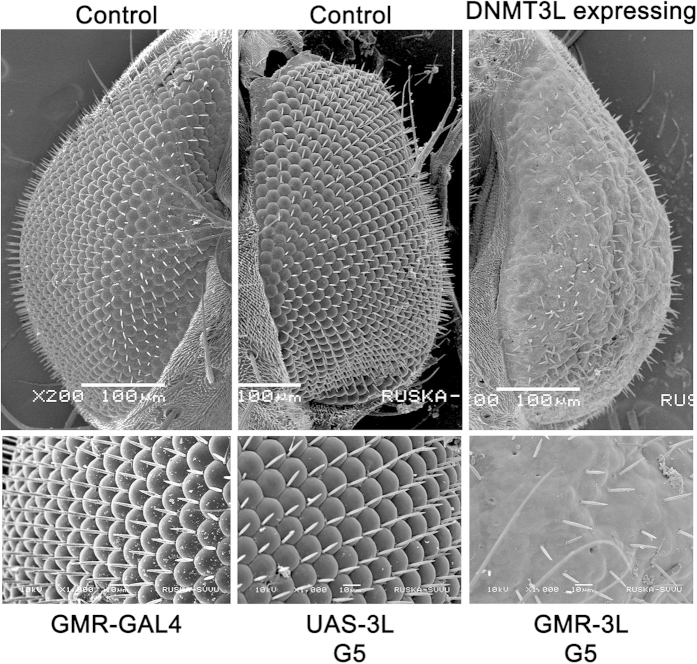
Tissue-specific expression of *DNMT3L* in eyes causes rough eye phenotype in 5^th^ generation flies. (**A**) Scanning electron microscope images of eye from control (*UAS-3L* & *GMR-GAL4*) and *DNMT3L* expressing (*GMR-3L*) transgenic *Drosophila*. Images were captured at 200X in the upper panel. Zoomed images for the same samples were taken at 1000X and are shown in the lower panel. *GMR-GAL4* - Flies containing only the *GMR-GAL4* driver. *UAS-3L*, G5 - 5^th^ generation transgenic *UAS-DNMT3L* flies (without any *GAL4* driver). *GMR-3L*, G5: 5^th^ generation transgenic flies expressing *DNMT3L* with *GMR-GAL4* driver (Eye-specific).

**Figure 5:**
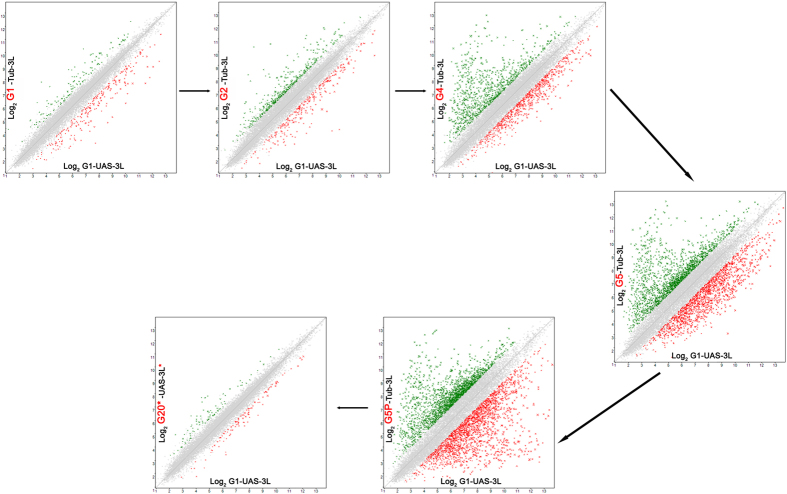
Misregulation of gene expression in flies expressing *DNMT3L* is gradual and progressive. (**A–F**) Scatter plots showing the upregulated and downregulated genes in each generation of the *DNMT3L* expressing transgenic flies. Comparison was made between gene expression levels in 3^rd^ instar *Tub-3L* larvae from a particular generation (indicated on the Y Axis) with *UAS-3L* control larvae from G1. Note a progressive increase in the number of genes that were aberrantly expressed in successive generations. Green crosses represent upregulated genes while red crosses represent down regulated genes. Number of genes misregulated was minimal in G20 flies that lacked *DNMT3L* expression due to the removal of the *GAL4* driver. G1, G2, G4, G5, denotes *Tub-3L* larvae from the particular generation. G5P denotes 5^th^ generation *Tub-3L* larvae with melanotic tumors. G20*-UAS-3L^*^- denotes G20 flies after removal of the *GAL4* driver by crossing flies with double balancers.

**Figure 6:**
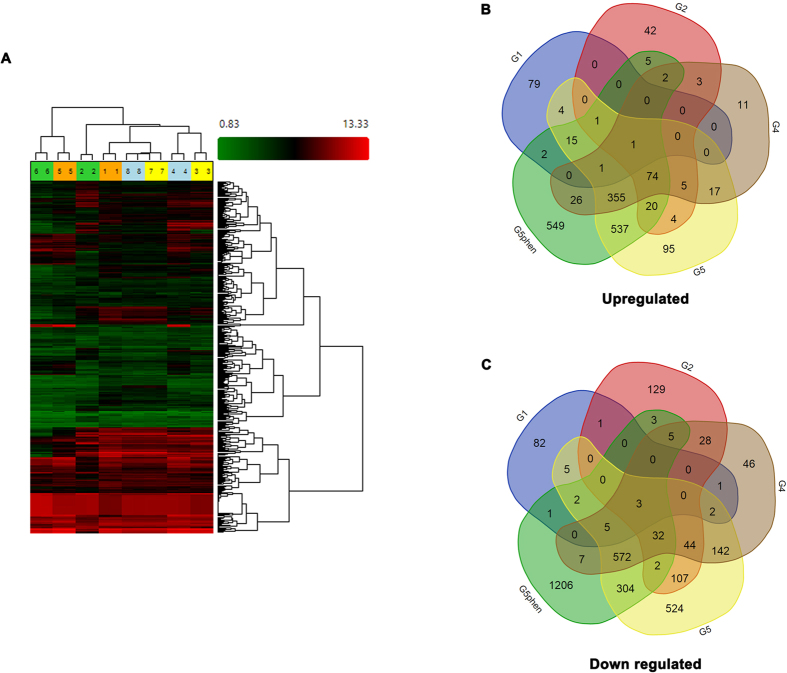
Nuclear reprogramming in DNMT3L expressing *Drosophila*: Microarray data analysis. (**A**) Heat map depicting hierarchical clustering of differentially expressed genes in the various samples and examined by microarray analysis. The heat map shows the relative expression levels of each transcript in each samples. Green denotes downregulated, red denotes upregulated and black depicts genes that showed no change with respect to their expression level in control G1 *UAS-DNMT3L* transgenic larvae. Note the similarity in the heat map profile of the biological replicates for each generation. Sample numbers given above the profile denote: are as follows 1- G1-*UAS-3L*; 2 to 5 –*Tub-3L* larvae from generation G1, G2, G4 and G5; 6 – G5-*Tub-3L* larvae with tumors, 7 – G5-*UAS-3L* and 8- G20*-UAS-3L* larvae from 20^th^ generation where GAL4 driver was removed. (**B**,**C**) Venn diagrams depicting genes upregulated (**B**) and downregulated (**C**) in *DNMT3L* expressing flies across various generations. The number of genes that remain misregulated in successive generations increased progressively (see also Supplementary Table 4). G1 to G5 depict generation number, G5Phen denotes genes misregulated in G5 *Tub-3L* larvae that had melanotic tumors.

**Figure 7:**
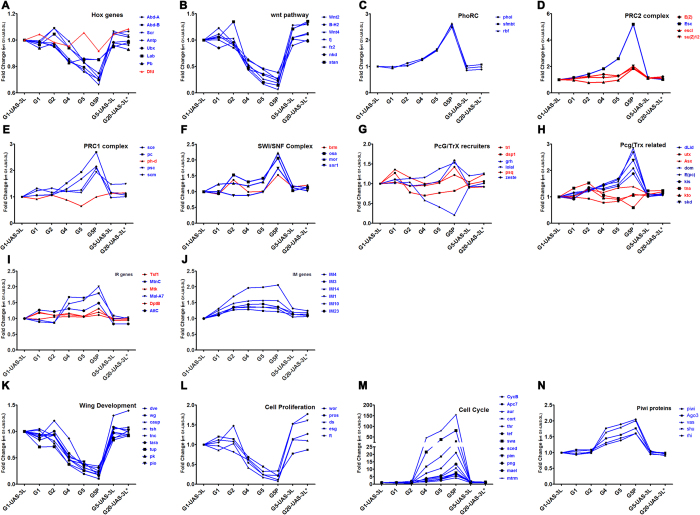
Genes and gene families misregulated across multiple generations in DNMT3L expressing transgenic flies. Graphical representation of gene expression changes (shown as fold change with respect to G1) for the depicted genes across the various generations. Hox gene family (**A**), wnt pathway genes (**B**), Polycomb and Trithorax group of proteins (**C–H**), Immune response (IR) & Immune induced (IM) genes (**I,J**), genes involved in wing development (**K**), cell proliferation (**L**) and cell cycle (**M**) and piwi group of proteins (**N**) were analysed. Y-axis shows fold change with respect to gene expression of the specific gene in control G1 *UAS-3L* (without *Tubulin-GAL4* driver) larvae. G1 and G5-*UAS-3L* are control larvae are without *GAL4* driver from G1 and G5 generation respectively. G1 to G5- *Tub-3L* larvae from the indicated generation. G5P- G5 Tub3L larvae that had melanotic tumors. G20-UAS-3L* denotes larvae from G20 generation after crossing out of the *Tubulin-GAL4* driver. The profile of genes that showed change of gene expression are denoted by blue connecting lines and red connecting line is used to depict genes that do not show a consistent change in gene expression across the various generation. The names of genes examined and their symbols are depicted in the legend for each graph.

**Figure 8:**
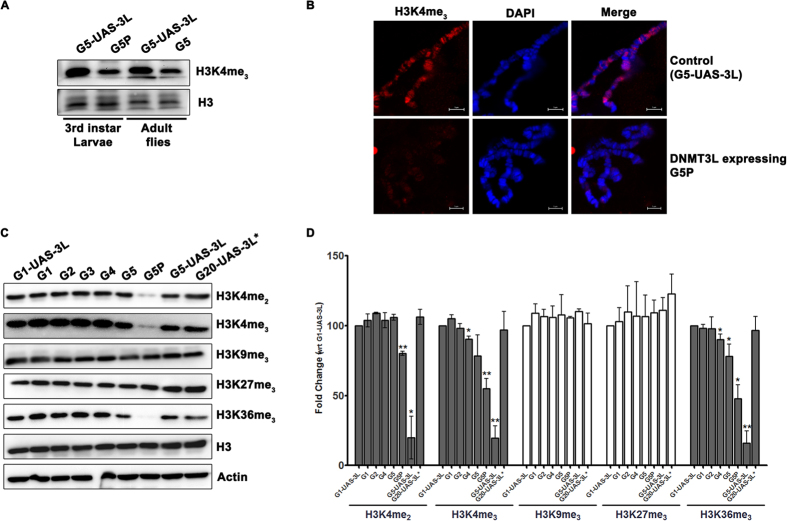
Accumulation of aberrant histone methylation in DNMT3L expressing *Drosophila* across successive generations. (**A**) Western blot analysis demonstrating decrease in the levels of the H3K4me_3_ in 3^rd^ instar larvae or adult flies expressing DNMT3L from the 5^th^ generation as compared to control UAS-3L flies lacking the GAL4 driver. Histone H3 was used as loading control. (**B**) Immunostaining of *Drosophila* polytene chromosomes with H3K4me_3_ antibody. (**C**) Western blot analysis for the various histone modification as indicated, performed on larvae from the various generations of control and DNMT3L expressing *Drosophila* larvae. The densitometric scan values for each signal was calculated and is represented graphically in (**D**) as fold change with respect to the level of the respective histone modification in G1-*UAS-3L* flies lacking *GAL4* driver. G1 and G5-*UAS-3L* are control larvae without *GAL4* driver from G1 and G5 generation respectively. G1 to G5- *Tub-3L* larvae from the indicated generation. G5P- G5 *Tub-3L* larvae that had melanotic tumors. G20-UAS-3L* denotes larvae from G20 generation after crossing out of the *Tubulin-GAL4* driver. Actin was used as a loading control. The error bars represent Standard Deviation (S.D.). *Indicate significant difference (Student’s t test, *p < 0.05, **p < 0.01).

**Figure 9:**
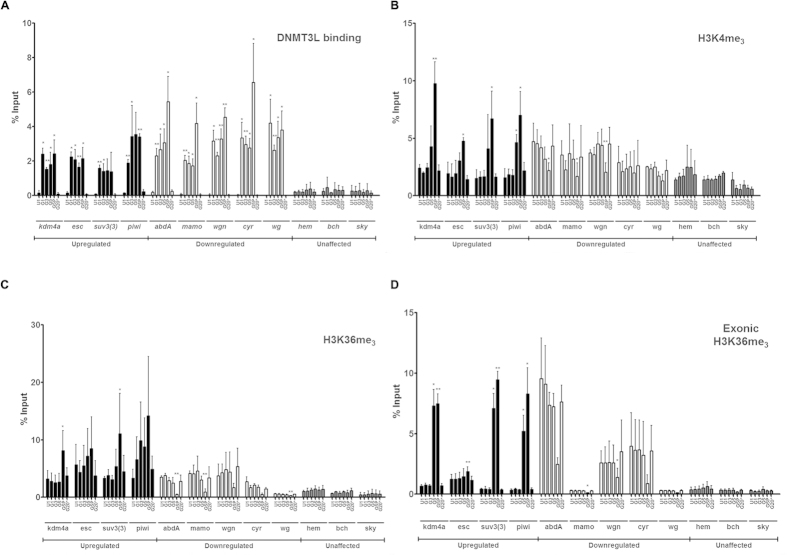
ChIP analysis for association of DNMT3L and specific Histone modifcations with specific gene promoters. Graphical representation of the DNMT3L binding (**A**), association of H3K4me_3_ (**B**) and H3K36me_3_ (**C**) with the promoter and HeK36me_3_ within the exonic regions (**D**) of selected upregulated, downregulated and unaffected genes tested by ChIP using specific antibodies. Results are represented as % input. The names of the specific gene promoters tested are given below the X-axis. U1- control larvae without GAL4 driver from the 1^st^ generation G1, G3 and G5- *Tub-3L* larvae from the indicated generation. G5P denotes 5^th^ generation *Tub-3L* larvae having melanotic tumors. G20* denotes larvae from G20 generation after crossing out of the *Tubulin-GAL4* driver. The error bars represent Standard Deviation (S.D.). *Indicate significant difference (Student’s t test, *p < 0.05, **p < 0.01).

**Table 1:** Number of larvae with melanotic tumors observed in *Tubulin-GAL4>DNMT3L* (*DNMT3L* expressing flies), across various generations.

Generation No.	Total larvaescreened	Larvae withtumor	% of larvaewith tumor
G5	103	6	5.8
G6	108	7	6.4
G7	118	7	5.9
G8	141	9	6.3
G9	130	7	5.3
G10	114	7	6.1
G11	153	8	5.2
G12	111	6	5.4
G13	128	10	7.8
G14	137	7	5.1
G15	125	6	4.8
G16	141	7	4.96
G17	134	8	5.97
G18	121	6	4.95
G19	145	9	6.2
G20	127	6	4.72

**Table 2:** Melanotic tumors are not observed after the removal of *Tubulin*-GAL4 driver.

Generation No.	Crosses	No. of larvae with tumors/TotalNo. of Larvae		
		Set1	Set2	Set3
G21	G20(*Tub-3L*) ♀ X db ♂	0/118	0/116	0/108
	db♀ X G20(*Tub-3L*) ♂	0/116	0/112	0/121
G22	G21 (UAS-3L^*^) ♀ X db ♂	0/111	0/96	0/101
	db ♀X G21(UAS-3L^*^) ♂	0/98	0/106	0/110
G23	G22 (UAS-3L^*^)♀ X db ♂	0/101	0/102	0/95
	db ♀X G22(UAS-3L^*^) ♂	0/103	0/105	0/97
G24	G23(UAS-3L^*^)♀ X db ♂	0/103	0/107	0/109
	db ♀ X G23(UAS-3L^*^) ♂	0/122	0/110	0/113
G25	G24(UAS-3L^*^)♀ X db ♂	0/108	0/98	0/101
	db ♀ X G24(UAS-3L^*^) ♂	0/107	0/89	0/104

*Tub-3L*- DNMT3L expressing flies with *Tubulin-GAL4* driver; db- Double balancer flies (*Pin/CyO; Tm*_*2*_*/Tm*_*6*_); UAS-3L^*^ – DNMT3L flies after removal of the *Tubulin-GAL4* driver.

**Table 3:** Number of larvae with melanotic tumors observed in *Actin-GAL4>DNMT3L* flies across various generations.

Generation No.	Total larvaescreened	Larvae withtumor	% of larvaewith tumor
G5	119	7	5.8
G6	119	7	5.8
G7	97	5	5.15
G8	107	6	5.6
G9	121	8	6.6
G10	120	6	5
G11	110	6	5.45
G12	122	6	4.9
G13	113	6	5.3
G14	115	5	4.34
G15	95	5	5.2
G16	132	7	5.3
G17	96	5	5.2
G18	121	7	5.78
G19	111	7	6.3
G20	116	7	6.03

**Table 4:** Number of larvae with melanotic tumors observed in *da-GAL4>DNMT3L* flies across various generations.

Generation No.	Total larvaescreened	Larvae withtumor	% of larvaewith tumor
G5	116	6	5.17
G6	102	5	4.9
G7	100	6	6
G8	89	4	4.49
G9	115	7	6.08
G10	97	4	4.12
G11	121	8	6.61
G12	121	7	5.78
G13	128	5	3.9
G14	112	5	4.46
G15	97	6	6.18
G16	121	7	5.78
G17	110	8	7.27
G18	117	6	5.12
G19	121	8	6.6
G20	121	8	6.6

**Table 5:** Number of larvae with melanotic tumors observed in *hml-GAL4>DNMT3L* flies across various generations.

Generation No.	Total larvaescreened	Larvae withtumor	% of larvaewith tumor
G5	118	8	6.7
G6	121	7	5.78
G7	97	5	5.1
G8	103	6	5.8

**Table 6:** Number of flies with rough eye phenotype observed in *GMR-GAL4>DNMT3L* flies across various generations.

Generation No.	Total fliesscreened	Flies withRough Eye	% of flies withRough Eye
G5	123	123	100
G6	132	132	100
G7	103	103	100
G8	117	117	100
G9	118	118	100
G10	107	107	100

**Table 7:** H3K4me_3_ association with promoters (+/−1000 bp from TSS) of misregulated genes.

	Total		Upregulated		Down regulated	
	No. of genepromoters associatedwith H3K4me_3_	No. of genepromoters devoidof H3K4me_3_	No. of genepromoters associatedwith H3K4me_3_	No. of genepromoters devoidof H3K4me_3_	No. of genepromoters associatedwith H3K4me_3_	No. of genepromoters devoidof H3K4me_3_
G1	26.09	73.91	17.48	82.52	34.62	65.38
G2	30.53	69.47	35.67	64.33	29.75	70.25
G4	40.09	59.91	45.75	54.25	35.34	64.66
G5	43.05	56.95	47.03	52.97	42.59	57.41
G5Phen	63.30	36.70	47.42	52.58	77.88	22.12
Total gene set	53.27	46.73				

*Drosophila* modENCODE data (Comprehensive encyclopedia of genomic functional elements in the model organisms *C. elegans* and *D. melanogaster*; http://www.modencode.org/; date of access, 15/9/15) for histone modifications (for 3^rd^ instar larval stage) was extracted for the promoters of the misregulated genes and used for analysis.

**Table 8:** Involvement of piwi protein in the inheritance of epimutations in *DNMT3L* expressing flies.

Crosses	No. of larvae with tumors/ Total No. of Larvae (%)			
	Set 1	Set 2	Set 3	Average (%)
G5(*Actin-3L*) X G5(*Actin-3L*)	6/88(6.8)	7/96 (7.3)	5/87 (5.7)	6.6
G5 (*Actin-3L*) X *piwi*	0/103 (0)	0/103 (0)	0/106 (5)	0
*piwi-Act-GAL4* X *piwi-Act-GAL4*; G1	0/116 (0)	0/107 (0)	0/102 (0)	0

*piwi* – flies mutant for piwi protein (*piwi*^*06843/*^^*CyO*^*; ry*^*506/+*^); *Actin-3L* - DNMT3L expressing flies with *Actin-GAL4* driver; *piwi-Act-GAL4*: DNMT3L expressing *Actin-3L* flies with mutant *piwi* gene.

**Table 9:** Maternal inheritance of epimutations.

Crosses	No. of larvae with tumors/Total No. of Larvae (%)			
	Set 1	Set 2	Set 3	Average (%)
G1 ♀ X G1 ♂	0/120 (0)	0/115 (0)	0/131 (0)	0
G5 ♀ X G5 ♂	6/112 (5.3)	7/102 (6.9)	6/121 (5)	5.7
G1 ♀ X G5 ♂	0/110 (0)	0/115 (0)	0/98 (0)	0
G5 ♀ X G1 ♂	3/104 (2.9)	4/108 (3.7)	4/111 (3.6)	3.4

G1 and G5 – *Tub-3L* flies from 1^st^ and 5^th^ generation respectively.

# Supplementary material for: DNMT3L enables accumulation and inheritance of epimutations in transgenic Drosophila
**Source:** Sci Rep. 2016 Jan 22;6:19572. doi: 10.1038/srep19572
**Supplement:** Supplementary Information

DNMT3L enables accumulation and inheritance of epimutations in transgenic *Drosophila*

Amitava Basu^{1,3}, Archana Tomar¹, Vasanthi Dasari², Rakesh Kumar Mishra^{2*}, Sanjeev Khosla^{1*}

Dr. Sanjeev Khosla, CDFD, Tuljaguda (Opp. MJ Market), Nampally, Hyderabad-500001, India

Supplementary Information

Data for the transcriptional profiling of transgenic DNMT3L larvae from the different generations performed using Affymetrix *Drosophila* Gene 1.1 ST array has been submitted to Gene Expression Omnibus (GEO), NCBI at <http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE68861> and is scheduled to be released on Dec 31, 2015.

Supplementary Table S1

**<i>LINE</i>**	**<i>CHROMOSOME</i>**	**<i>EYE color (male)</i>**	**<i>EYE color (female)</i>**	**<i>MARKER</i>**
6.6.2	3	Dark red	Orange	Tm2
31.1	1	Red	Orange	Fm3/Fm7a
38.1.1	2	Dark Red	Red	CyO
38.2.2	3	Orange	Light Orange	Tm6
42.1.2	3	Red	Orange	Tm2
44.1.1	3	Orange	Yellow	Tm2

S1: Description of transgenic *DNMT3L* *Drosophila* lines. *DNMT3L* transgene under the control of an *hsp70* promoter that contained *GAL4* binding sites (UAS) was generated by P-element mediated

germline transformation. The eye color of the transgenic flies was due to the presence of *mini-white* reporter gene.

Supplementary Table S2

	Transgenic flies with wing phenotype (%)		
LINE	<i>Tub-3L</i>	<i>Actin-3L</i>	<i>da-3L</i>
**6.6.2**	50	55.3	54.5
**31.1**	100	67.3	71.9
**38.1.1**	61.4	60.5	54.8
**38.2.2**	45.5	50	54.6
**42.1.2**	65.3	70.7	55.3
**44.1.1**	52.7	66	67.2

S2: Number (%) of transgenic *Drosophila* expressing DNMT3L with wing phenotype. *Tub-3L*, *Actin-3L*, *da-3L* - transgenic DNMT3L flies with *Tubulin*, *Actin* or *daughterless GAL4* driver respectively.

Supplementary Table S3

Generation	No. of upregulated genes	No. of down regulated genes	Total misregulated genes
**G1**	103	102	205
**G2**	157	354	511
**G4**	495	887	1382
**G5**	1129	1744	2873
**G5P**	1588	2142	3730
**G20** *	57	17	74

S3: Number of misregulated genes based on microarray analysis. The number of misregulated genes in the indicated generation for *Tub-3L* larvae were calculated in comparison with UAS-3L flies in generation 1 (see flow chart in supplementary figure S3). *Tub-3L*, - transgenic DNMT3L flies with *Tubulin-GAL4* driver. UAS-3L- Transgenic DNMT3L flies without *GAL4* driver.

Supp. Figure S1

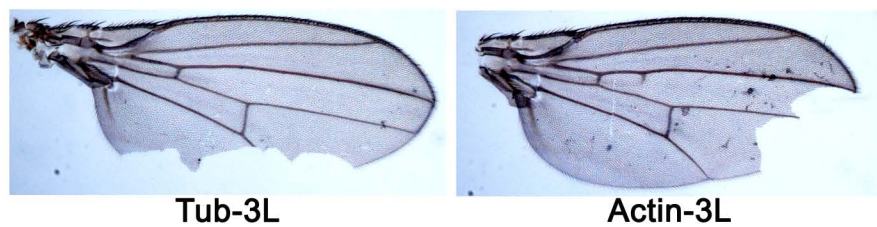

Supp. Figure S2

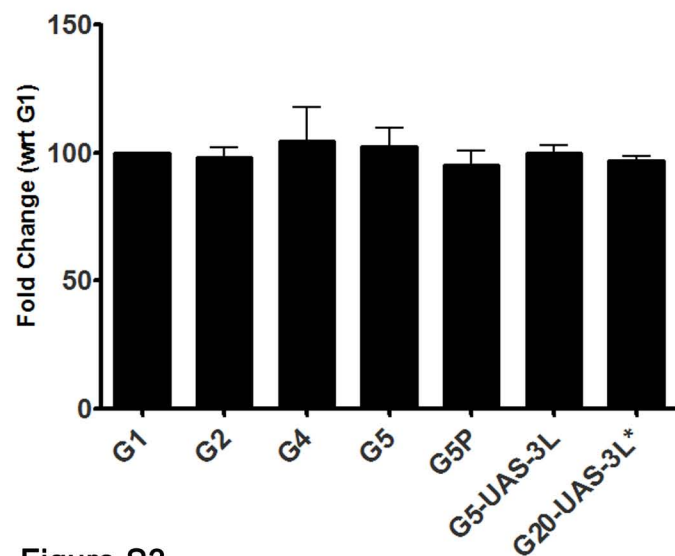

Supp. Figure S3

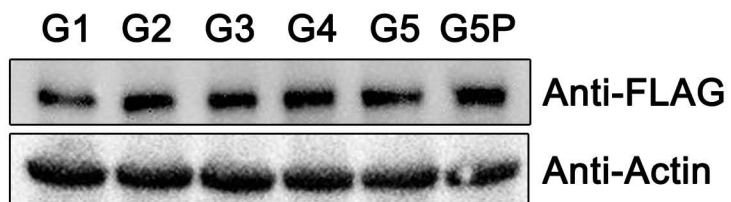

Supp. Figure S4

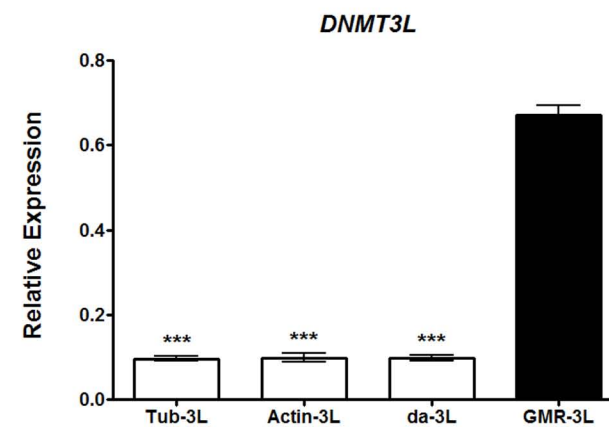

Supp. Figure S5

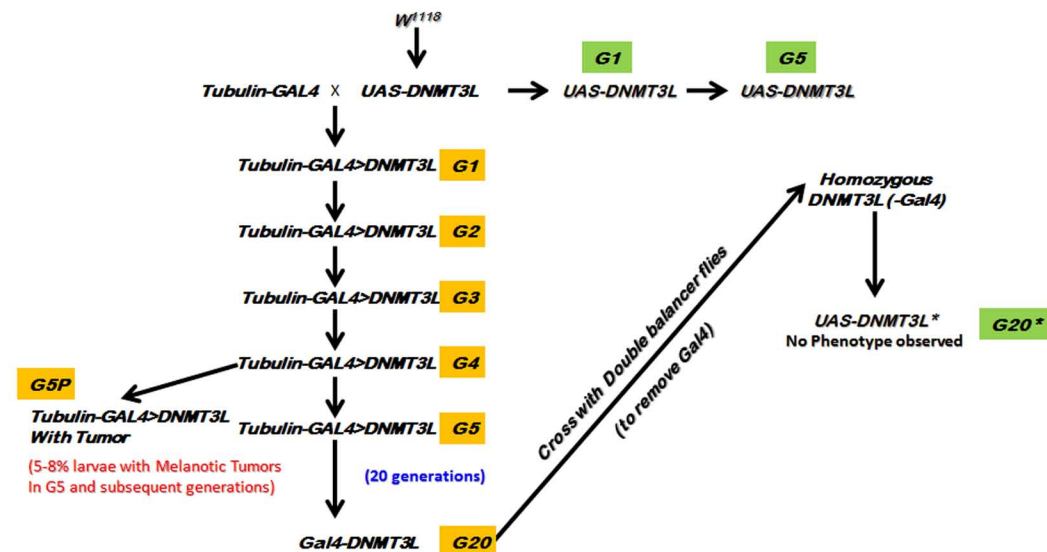

Supp. Figure S6

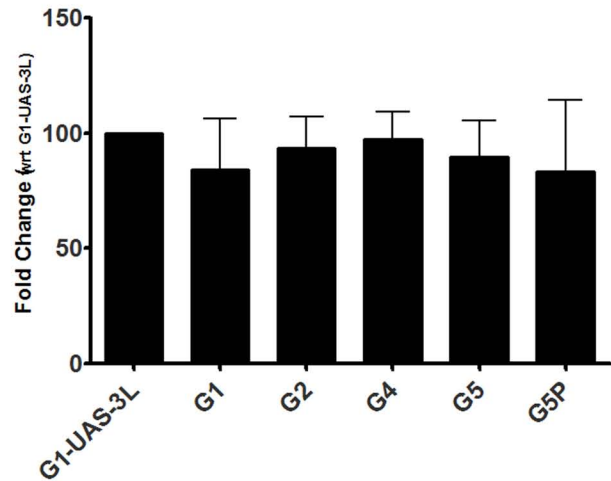

Supp. Figure S7

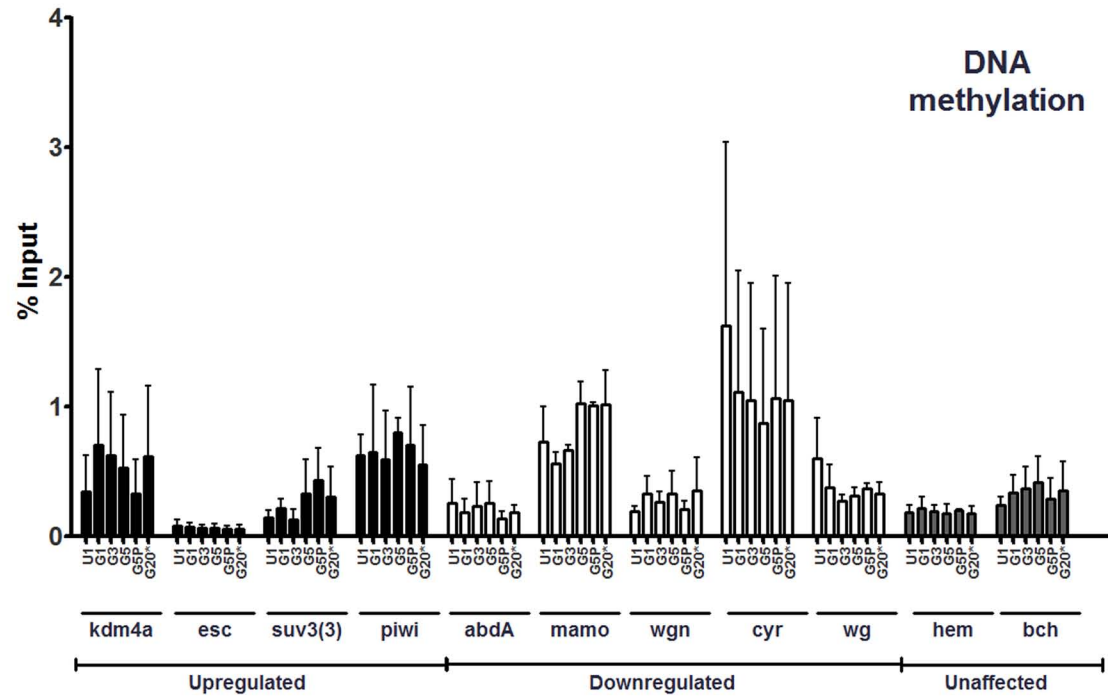

Supp. Figure S8

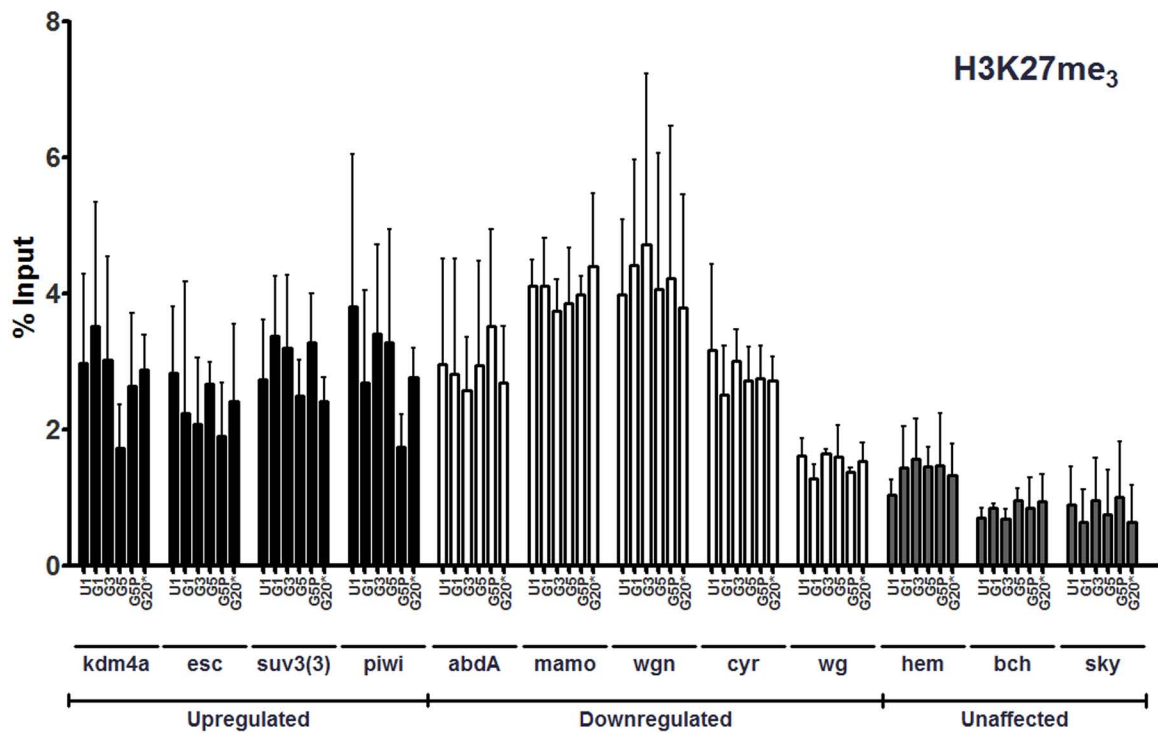

Supp. Figure S9

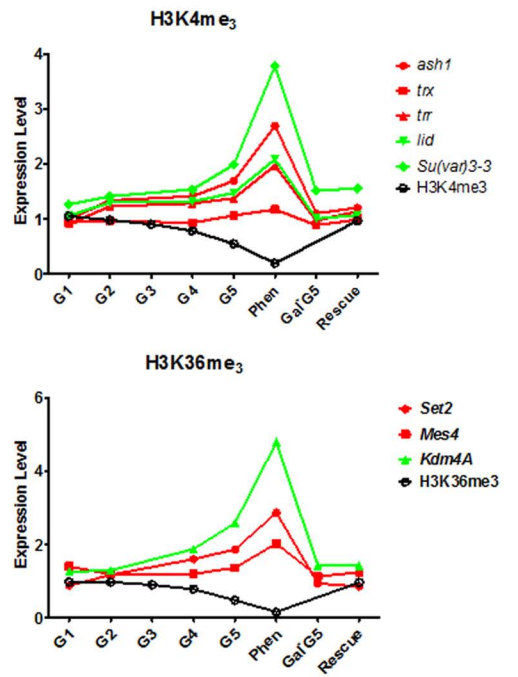

Supplementary Figure Legends:

Supp Figure S1: Ectopic *DNMT3L* expression causes broken wing phenotype in the transgenic *Drosophila*. Transgenic DNMT3L flies showing broken wings in the DNMT3L expressing flies. *Tub-3L*, *Actin-3L* - transgenic DNMT3L flies with *Tubulin* or *Actin GAL4* driver respectively.

Supp Figure S2: *DNMT3L* expression does not change across the various generations. The expression of DNMT3L was examined by Qualitative RT-PCR. rp49 expression was used as a control. The values are plotted as fold change with respect to DNMT3L expression in G1, *Tub-3L* 3rd instar larvae. G1, G2, G4, G5, denotes *Tub-3L* larvae from the particular generation. G5P denotes 5th generation *Tub-3L* larvae with melanotic tumors. *G5-UAS-3L* - 5th generation transgenic *UAS-DNMT3L* flies (without any *GAL4* driver). *G20-UAS-3L*^{*} - denotes G20 flies after removal of the *GAL4* driver by crossing flies with double balancers.

Supp Figure S3: *DNMT3L* expression does not change across the various generations. Protein expression of DNMT3L was examined by Western blotting. Anti-FLAG antibody was used to detect DNMT3L that had a FLAG tag. Actin was used as the loading control. G1, G2, G4, G5, denotes *Tub-3L* larvae from the particular generation. G5P denotes 5th generation *Tub-3L* larvae with melanotic tumors.

Supp Figure S4: Comparison of *DNMT3L* expression in the eyes of *Tub-3L*, *Actin-3L*, *da-3L* and *GMR-3L* flies. The expression of DNMT3L was examined by Qualitative RT-PCR. rp49 expression was used as a control. *Tub-3L*, *Actin-3L*, *da-3L*, *GMR-3L*: 5th generation transgenic flies expressing *DNMT3L* with *Tubulin*, *Actin*, *daughterless* or *GMR-GAL4* driver. The error bars

represent Standard Deviation (S.D.). * indicate significant difference (Student's t test, *** - $p < 0.001$).

Supp Figure S5: Flow chart showing the various crosses that were performed in the study.

G1-G5, G20 – Generation numbers. Green– UAS-DNMT3L larvae; Yellow – Tub-3L larvae, G5P denotes 5th generation *Tub-3L* larvae with melanotic tumors. *UAS-3L*.

Supp Figure S6: DNA methylation levels do not change across various generations.

The DNA methylation level was examined by MeDIP on adaptor ligated sonicated *Drosophila* DNA followed by quantitative Real-Time PCR using adaptor primers. *rp49* expression was used as a control. The values are plotted as fold change with respect to DNA methylation in G1 UAS-3L larvae. G1, G2, G4, G5, denotes *Tub-3L* larvae from the particular generation. G5P denotes 5th generation *Tub-3L* larvae with melanotic tumors. *G1-UAS-3L*, - 1st generation transgenic *UAS-DNMT3L* flies (without any *GAL4* driver).

Supp Figure S7: DNA methylation levels do not change across various generations at specific gene loci.

The DNA methylation level was examined by MeDIP followed by quantitative Real-Time PCR using primers for specific gene promoters as indicated below the X-Axis. *rp49* expression was used as a control. The values are plotted as fold change with respect to DNA methylation in G1 UAS-3L larvae. U1- control larvae without *GAL4* driver from the 1st generation G1, G3 and G5- *Tub-3L* larvae from the indicated generation. G5P denotes 5th generation *Tub-3L* larvae having melanotic tumors. G20* denotes larvae from G20 generation after crossing out of the *Tubulin-GAL4* driver.

Supp Figure S8: ChIP analysis for association of H3K27me₃ with specific gene promoters.

Graphical representation of the association of H3K27me₃ with the promoter of selected

upregulated, downregulated and unaffected genes tested by ChIP using specific antibody. Results are represented as % input. The names of the specific gene promoters tested are given below the X-axis. U1- control larvae without GAL4 driver from the 1st generation G1, G3 and G5- *Tub-3L* larvae from the indicated generation. G5P denotes 5th generation *Tub-3L* larvae having melanotic tumors. G20* denotes larvae from G20 generation after crossing out of the *Tubulin-GAL4* driver. The error bars represent Standard Deviation (S.D.). * indicate significant difference (Student's t test, * - $p < 0.05$, ** - $p < 0.01$).

Supp Figure S9: Change in the H3K4 and H3K36 methylation levels correlate with the expression level of Histone demethylases Graphical representation of gene expression changes (shown as fold change with respect to UAS-3L, G1) for the depicted genes (see legend) are plotted along with the genome-wide level of H3K4me₃ (upper panel) and H3K36me₃ levels (lower panel) across the various generations. G1, G2, G4, G5, denotes *Tub-3L* larvae from the particular generation. G5P denotes 5th generation *Tub-3L* larvae with melanotic tumors. *G5-UAS-3L*, - 5th generation transgenic *UAS-DNMT3L* flies (without any *GAL4* driver). G20* - denotes larvae from G20 generation after crossing out of the *Tubulin-GAL4* driver.

ChIP PCR primers

kdm4aF	5' GTGCAGCCAAATCCGAAGAA 3'
kdm4aR	5' TCAGGTACAGACGCAATGGT 3'
escF	5' CTTCCCAGCCCGATGAAGTA 3'
escR	5' CAGCTCGTTAATGGCCTGTC 3'
su(var)3-3F	5' GATGGCCGGGACTAAACAAA 3'
su(var)3-3R	5' AAAACGCTTCCCTCTGCTTG 3'
piwiF	5' GGACCCGGCTAGTGATACTC 3'
piwiR	5' TTTGTAGTATGCTTTGCCTGC 3'
abd-AF	5' CTCTCCGTTCCAGACTTCGA 3'
abd-AR	5' GTGAGTTTCCTGCGGCTTTT 3'
mamoF	5' GCTCTCTTTTGGGCCGAAAA 3'
mamoR	5' GAAAGAGCGAAAAGGCCGAA 3'
wgnF	5' TTCAGTCCCATCTCCGATC 3'
wgnR	5' CCCAGCTCCACGAAATGC 3'
cyrF	5' TATGTGCATTGCGGTTGAGG 3'
cyrR	5' GCACGGACTGAATCACTACG 3'
wgF	5' TGTTCTTACTCACTCGCCGT 3'
wgR	5' GCGCTGGAAAAGAGTTAGGG 3'
hemF	5' CCGGCCATTCTTCTTAAGGC 3'
hemR	5' TTGACTTCCGGGTACTGTCC 3'
bchF	5' GCCGACTCTCTGCAGATTTG 3'
bchR	5' TGCAAATTTTAACGCCAGGGA 3'
skyF	5' TATCCAAAACCAGGGGCACA 3'
skyR	5' TAGGGAGAGAGCAGCAAGTG 3'
kdmExF1	5' AAACTCCCAACCATTGCGTC 3'
kdmExR1	5' GGCAGTTCATTCCATAGGCG 3'
escExF1	5' TGGAAACCGGGACAACACTACA 3'
escExR1	5' GAAGCCGAATCTCACGAACC 3'
suv3ExF1	5' GAAATGTTGTCAAGCTGCGC 3'
suv3ExR1	5' CGTAGAGTCGGCAGTGTTTG 3'
piwiExF1	5' CTGCCCCGAGAGATACGACTT 3'
piwiExR1	5' GTGAGAGACCCATGCTGCTA 3'
abdAExF1	5' GGACAAGAGCAATCACGACC 3'
abdAExR1	5' GTGGAAGATTGGCTCGTTGG 3'
mamoExF1	5' TAATTTCAATCCGCAGCCCC 3'
mamoExR1	5' GCTGTCTTGATTCCCTCTCG 3'
wgnExF1	5' AAGCGAGAATGGATCCGGAA 3'
wgnExR1	5' CTTCCCTCCGTCCTCCTCCTA 3'
cyrExF1	5' GTTCTCATCCAGCAGCGAAT 3'
cyrExR1	5' TCCGCCACGCAATCAATTAG 3'
wgExF1	5' CAAGCTGTGTCGGACCAAAA 3'
wgExR1	5' TACAAAGAACGAAGAGGGCG 3'
hemExF1	5' CAAAACCTGGCCCGTAACGAA 3'
hemExR1	5' AACAGGGCTCCGAAGATGTT 3'
bchExF1	5' AAGACAAACTAAGCACCGCC 3'
bchExR1	5' CAAAAGGTGCGGCGATATCC 3'

Quantitative real time PCR primer for Dnmt3L were

Dnmt3LF 5' CTTCGATCTTGTGTACGGCG 3'

Dnmt3LR 5' GGTCTTCCTTGTTTCAGCACC 3'

Sequence of the primers used for adapter ligation were

LK102 5' GCGGTGACCCGGGAGATCTGAATTC 3'

LK103 5' GAATTCAGATC 3'

How the deposited data were processed for this re-analysis (not part of the article)

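The deposited values are log2 signals that the authors normalised with RMA at the level of genes in Affymetrix Expression Console 1.3, and the paper's comparisons were made in the Transcriptome Analysis Console. The values of 16322 probe sets on 18 arrays, 2 in each of 9 groups, were used as deposited, with no further scaling or filter. At least 99.9% of probe sets differ between any 2 arrays. A second table with 9 columns of group averages was not used, since its columns could not be tied to the groups. The annotation of the array gives 1 gene symbol to 2392 probe sets, which cover 2249 distinct symbols, and 13930 probe sets have no symbol here. Symbols were brought up to date with the RefSeq annotation of Release 6 plus ISO1 MT, which served for names only. The genome build behind the array's annotation is not given in the sources used here.

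R 4.3.3 and limma 3.58.1 were used. One linear model with a mean for each group was fitted to all 18 arrays with lmFit and eBayes, with 9 residual degrees of freedom and 2.71 prior degrees of freedom. P-values were adjusted over all probe sets with the Benjamini-Hochberg method, separately for each comparison. A probe set is called at an adjusted p under 0.05 and a difference of at least 2-fold. The paper's methods set the same fold and a p of at most 0.05 without adjustment, from a one-way analysis of variance, which for a pair of groups is the methods' t-test. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, for lists with at least 3 named members, with adjustment over 240 tests of 30 lists in 8 comparisons. Of 61 lists, 12 have no named member and give no value. Overlaps between comparisons are given beside the number that independent lists of the same sizes would share. For retained calls this number also takes the later lists as independent of each other, which they are not. It is then too low for calls kept in every later group and too high for calls kept in at least 1. The overlap of 2 comparisons and the retained calls are also given beside the mean of 50 simulated data sets with the same groups and the same control but no difference between groups. As limma makes almost no calls in such data, they cannot gauge how much the shared control adds to the overlap of the real calls.

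The genes named in the text follow a rule set before the data were examined. For each comparison with UAS-3L G1, it takes the 5 largest increases and the 5 largest decreases (10 and 10 for Tub-3L G5P) among called probe sets with 1 gene symbol whose 2 arrays both lie beyond both control arrays. It adds every gene that the paper's text names, the genes legible in Fig. 7 and Supp. Fig. S9, whose plotted values were seen beforehand, and up to 4 members of each list with the smallest p in Tub-3L G5P. The gene white is in the rule but is not named here by any probe set. GstE7 falls outside the rule and was chosen after its values were seen, and the course of a named gene over the other comparisons is given as an example. Of the 50 symbols with more than 1 probe set, the probe set with the highest mean over all arrays is reported. The methods were tested on simulated data: changes of 3, 4, 6 and 8-fold were added to 50 probe sets each in Tub-3L G5P, of which 48, 50, 49 and 50 were called, with 3 calls among 16122 unchanged probe sets. camera called the 1 shifted list and 0 of 10 unshifted lists in those data. Their noise was normal, independent between probe sets and had the spread of the fit, and the lists were drawn at random. They therefore cannot show how limma or camera behaves with correlated genes.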

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

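Of the tests in this part, the comparison of G5 with G4, the median centring, the comparison of the adult organ lists with the glue list and the comparison of the calls shared by UAS-3L* G20* and UAS-3L G5 with w1118 were chosen after the results were seen. The rule for the test on eggs was read with an added condition on spread, and those on males and on age were changed to the lowest chorion gene, after the values were seen.

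A signal in genes that the paper does not discuss is the rise of adult organ genes in larvae of Tub-3L G4: the accessory gland list had a median log2 fold change of 4.24, the chorion, vitelline membrane and yolk list of 4.80 and the phototransduction list of 0.78. With arrays centred on their median, the accessory gland list had a median of 4.10. Centring can remove only the difference of array medians (6.33 and 6.34 in G4, 6.17 and 6.22 in UAS-3L G1). It cannot decide on scaling of another form, which was not tested. Larvae past the glue stage as the only source are argued against by the same 4.24 and 4.80, since both lists hold products of adult organs. RNA of adult flies of both sexes may be present, since the medians of 4 lists of unrelated adult organs differed between G5 and G4 by similar amounts, with a range of 0.154 among them (7 phototransduction genes, those above 1 in G4, entered this test). The test counts for less because all 208 named probe sets called higher in G4 shifted as well (median 0.53), and the lists moved apart from G5 to G5P (−1.57 for accessory gland, 0.26 for chorion, −2.36 for adult muscle isoforms). An action of DNMT3L on these genes in the larvae stays open and was not tested.

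In Tub-3L G5P the genes of the ovary and germline were higher, while the salivary glue list, which the paper does not discuss, had a median of −7.83. A larger share of males or of testis, or another age within the third instar, each as the only source, is argued against only by the pattern itself. The lowest gene of its chorion, vitelline membrane and yolk list stood at 1.93, which is no separate test. Of the test set beforehand for males, only the spermatogenesis list could be read. Its median was 0.19 over 11 named genes, below the threshold set. A difference in age beside another source stays open, since no gene of larval serum proteins or fat body is named here. Follicle cells of adult ovaries may contribute, with a median of 5.73 for the chorion, vitelline membrane and yolk list. Eggs or early embryos in place of part of the larvae cannot be told apart from other sources, because the midgut list rests on 2 genes (median 1.06, from 0.16 to 1.96) and the muscle list runs from −2.02 to 5.34. The 5.34 is that of Act88F, the actin of the adult flight muscle. Lists of adult organs other than the ovary were higher in G5P too. Their medians were 3.34 for the accessory gland and 5.08 for the adult muscle isoforms, a list chosen after the values were seen. The tumors themselves, which the design names, stay open as an explanation and were not tested.

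UAS-3L* G20* and UAS-3L G5 share most of their calls against UAS-3L G1: 66.8% of the UAS-3L* G20* calls were called the same way in UAS-3L G5, and limma called 0 probe sets between both groups, with 904 at an unadjusted p under 0.05 and 8 by the methods' t-test. Both values restate the pattern and decide nothing about its source. A difference of the UAS-3L G1 arrays from both later groups without driver cannot be told apart from other sources: of the 181 shared calls, 32.0% were called the same way in w1118 (58, with 26 the opposite way), a strain that may differ for reasons of its own, and in the Tub-3L groups, which carry the driver, from 59 the same way and 11 the opposite way in G1 to 85 and 21 in G5 (64 and 11 in G2, 75 and 15 in G4, 83 and 18 in G5P). The label of UAS-3L* G20* describes G5 larvae without the driver, and the 0 calls against UAS-3L G5 leave open that the group is not what its name says. The paper gives all larvae as of about the same stage, whether the UAS-3L G1 larvae differ in breeding or handling is not given in the sources used here, and a change in the stock over generations was not tested.

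w1118, for which the paper gives no count, had 687 probe sets called against UAS-3L G1. UAS-3L G5, for which the paper gives no count either, had 280. The difference between Tub-3L and UAS-3L larvae in G5 was not that in G1: limma called 3939 probe sets between these differences, 1948 higher and 1991 lower.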

How the results depend on the processing

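The alternatives in this part were planned, except the fit without the arrays of Tub-3L G4, G5 and G5P. Replicate numbers were checked as pairs: the differences between replicates correlated by −0.0643 to 0.0394 over 36 pairs of groups, so the numbers do not pair the arrays, and with a replicate block the calls in Tub-3L G5P came to 4723. Unless said otherwise, a call is that of limma over all probe sets, and the cause of a change was not tested.

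With the methods' t-test adjusted by Benjamini-Hochberg, calls against UAS-3L G1 came to 0 in Tub-3L G1, 1 in G2, 858 in G4, 2504 in G5, 0 in UAS-3L* G20*, 0 in UAS-3L G5 and 2 in w1118. By limma at an unadjusted p under 0.05 and 2-fold, they came to 507 in Tub-3L G1, 305 in UAS-3L* G20* and 309 in UAS-3L G5. The t-test without adjustment gave 401, 228 and 198. Between successive groups the adjusted t-test gave 25, 520, 49 and 1090. With no fold threshold the calls were 3303 in G1, 4971 in G2, 7118 in G4, 9400 in G5, 10171 in G5P, 2158 in UAS-3L* G20*, 2282 in UAS-3L G5, 4634 in w1118, and 5362, 5617, 4019 and 8595 between successive groups. With only named probe sets, where fewer are tested, they were 88, 108, 304, 523 and 719 in G1 to G5P, 28 in UAS-3L* G20*, 18 in UAS-3L G5 and 86 in w1118. With the 2 groups alone, UAS-3L* G20* and UAS-3L G5 had 0 calls each, and so had UAS-3L* G20* with UAS-3L G5 or with both groups as control. With UAS-3L G5 as control 40.6% of the G2 calls were retained in the later groups, and 36.4% with both controls. Without the dimmest 25% of probe sets the duplicates differed by 0.114.

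Leaving out 1 array at a time, with the lone array assumed to vary like the other groups, gave 487 to 549 calls in G1, 944 to 1040 in G2, 2017 to 2098 in G4, 3806 to 3867 in G5, 4749 to 4860 in G5P, 252 to 323 in UAS-3L* G20*, 257 to 305 in UAS-3L G5 and 730 to 770 in w1118. Between successive groups it gave 806 to 928, 1558 to 1621, 772 to 786 and 2179 to 2265. The retained share, over the arrays of the control and of the groups compared, was 14.3 to 19.3% for G1, 26.4 to 33.6% for G2 and 89.3 to 92.9% for G4. The counts in the Hox, piRNA, IM, wing and cell cycle lists were 1, 2, 2, 2 and 1 throughout. These are all named members of those lists, and 10171 of all 16322 probe sets passed in G5P by the same measure, so their constancy says little.

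Median centring moves the balance of higher and lower calls by over 10 points in Tub-3L G1, G2, G4 and G5, in UAS-3L G5 (127 higher and 152 lower, from 164 and 116) and between G5 and G5P, where it moves the median of all probe sets from 0.01 to 0.15. Scaling to RpLP0, the 1 named gene of 24 in the ribosomal list, does so in UAS-3L* G20*, UAS-3L G5 (239 and 78), w1118 (317 and 398, from 385 and 302) and between G5 and G5P. It moves the median of all probe sets to 0.16 in UAS-3L* G20*, 0.15 in UAS-3L G5, 0.14 in Tub-3L G5, 0.11 in Tub-3L G1 and 0.12 between G4 and G5.

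Named genes that turned direction all did so with UAS-3L G5 as control: Cyp28a5 −0.027, CG11350 0.40 and ninaD 0.0070 in UAS-3L* G20*, mamo 0.049 in G1, Su(var)3-3 −0.10 and Kdm4A −0.14 in G2, and Mst84Dc 0.17 and Gr47b 0.16 in G5P. That setting left 241 values of named genes as they were, made 20 weaker and 8 stronger. With the 2 groups alone 249 stayed and 38 lost their call, with median centring 277 stayed and 7 lost it, and with RpLP0 scaling 282 and 4. The table of group averages was not run, since its columns could not be tied to groups, and the Wnt and PhoRC lists gave no value, since no member is named. The background of the arrays limits folds of weak signals: the lowest log2 signal is 0.829, against array medians of 6.17 or more.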

Differences from the paper's values

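No test in this part was chosen after the results were seen. The paper counts genes at a p without adjustment in its methods' test, while the counts here are probe sets at limma's adjusted p with the same 2-fold threshold, and the alternatives named are those set before the data were examined.

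In Tub-3L G1 the paper gives 205 misregulated genes, and 480 probe sets were called here; no alternative came within 1.5 times of the paper's count. Of these the paper gives 103 higher, against 200 here, a gap that closes with the 2 groups alone (145), with median centring (123) and with both controls (146), and with no other alternative. It gives 102 lower, against 280 here, and no alternative closes this gap.

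In Tub-3L G2 the paper's Supp Table S3 gives 511 genes, against 918 here; the gap closes with the methods' t-test, which is the paper's stated threshold (761), and with both controls (714), and with no other alternative. The paper's 157 higher stand against 552 here, and no alternative closes the gap. In Tub-3L G4 the paper's 495 higher stand against 1230 here, which closes only with the methods' t-test adjusted by Benjamini-Hochberg (504). In Tub-3L G5 the paper's 1129 higher stand against 2124 here, which closes with that adjusted t-test (1347), without the dimmest 25% of probe sets (1623) and with median centring (1617), and with no other. In Tub-3L G5P the paper's 1588 higher stand against 2486 here. This closes with the methods' t-test (2308) and its adjusted form (1870), without the dimmest 25% of probe sets (2138), with median centring (2305), with UAS-3L G5 as control (2295) and with both controls (2367), and with no other.

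In UAS-3L* G20* the paper gives 74 genes, against 271 here, and no alternative closes the gap. Its 57 higher stand against 144 here, with no alternative that closes the gap, and its 17 lower against 127 here, which only named probe sets alone come near (20). That setting covers 2392 of the 16322 probe sets and gave 8 higher, so its 20 counts a part of the array and does not account for the gap.

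The paper gives 2% of the G1 genes as retained in the later generations, against 15.6% here. It gives 1 higher and 3 lower genes as retained, against 14 and 61 probe sets here, and the 14 become 24 or 28 without one or the other UAS-3L G1 array. No alternative closes these gaps.

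The paper states that more genes were repressed than overexpressed in every generation after G1. Here more were higher than lower in G2, G4, G5 and G5P, while with median centring more were lower in all of them (477 against 384 in G2, 1097 against 994 in G4, 2182 against 1617 in G5 and 2379 against 2305 in G5P). With UAS-3L G5 as control more were lower in G2 (442 against 396) and G5P (2343 against 2295), and with both controls in G2 (363 against 351). The paper states that most genes altered in UAS-3L* G20* were not altered elsewhere, and here 80.1% of the calls are called in at least 1 Tub-3L group (38.7% for independent lists), and 75.9% (173 of 228) with the methods' t-test (35.5% for independent lists, and 34.1% in data simulated with the shared control and no difference between groups). Part of this share may come from the UAS-3L G1 arrays that the comparisons have in common, and the few calls in the simulated data cannot tell how much. With UAS-3L G5 or with both groups as control limma called 0 probe sets in UAS-3L* G20*, so the 80.1% rests on calls against UAS-3L G1 alone. Of these 271 calls, 181 were also called the same way in UAS-3L G5, which never carried the driver. The paper names mamo as downregulated, and its log2 fold change here is 0.06 in G5P, 0.53 in G4 and 0.63 in G5, with −0.41 in G1. The paper reports no change of E(z), which here passes the test in G5P without a fold threshold (0.92, limma, adjusted p = 9.50e-06) and stays under the 2-fold threshold of the paper's methods, so by that threshold there is no gap.

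Values read by eye from figures are near those here: Kdm4A is about 4.8 in Supp. Fig. S9 and 4.80-fold here, Su(var)3-3 about 3.8 in Supp. Fig. S9 and 3.81-fold here, and Rbf about 2.6 in Fig. 7C and 2.64-fold here, all in Tub-3L G5P. Mal-A7 is about 2 in Fig. 7I, which on the scale of a ratio of log2 signals is 2.01 here, while its linear fold is 32.7.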

Other observations

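No test in this part was chosen after the results were seen, and its lists were chosen from the names of the probe sets, apart from the plasmatocyte and muscle lists, which were set beforehand. Genes of mitochondrial translation and of general transcription rose in the larvae with melanotic tumors. Of 59 mitochondrial ribosomal proteins, 52 rose in Tub-3L G5P against UAS-3L G1, with a median log2 fold change of 0.83 (camera, adjusted p = 2.06e-07), and mRpL1 was 2.87-fold higher (SE 0.11 on the log2 scale, n = 2 arrays per group, adjusted p = 8.95e-08). Of 22 genes of the Mediator complex, which links activators to RNA polymerase II, 18 rose and 1 fell, with a median of 0.84 (camera, adjusted p = 0.00177). MED21 was 2.24-fold higher (SE 0.10, adjusted p = 6.71e-07). Of 18 aminoacyl-tRNA synthetases, which load tRNAs with amino acids, 16 rose, with a median of 0.67 (camera, adjusted p = 0.00223, and adjusted p = 0.0859 with an estimated correlation), and LeuRS was 2.73-fold higher (SE 0.11, adjusted p = 2.15e-07). Odorant-binding proteins went both ways in G5P, with 12 of 43 higher and 14 lower and a median of −0.21 (camera, adjusted p = 0.451): Obp19c was 7.54-fold higher (SE 0.15) and Obp57d 8.65-fold lower (SE 0.13). Counted in the same way, 5492 of all 16322 probe sets were higher and 4679 lower, so the counts of this list do not stand out. Of 28 genes of the vacuolar ATPase, 11 fell and 1 rose in G5P, with a median of −0.31 (camera, adjusted p = 0.0583). In the same larvae the chorion, vitelline membrane and yolk list, the oogenesis and maternal product list and the accessory gland list were higher by more, with medians of 5.73, 3.73 and 3.34.

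Larvae of w1118 differed from UAS-3L G1 in genes of energy metabolism and blood cells. Of 9 glycolysis genes, 8 rose, with a median log2 fold change of 0.62 (camera, adjusted p = 4.88e-05), and Hex-C, a hexokinase, rose by 1.28 (SE 0.18, adjusted p = 2.53e-04). Of the plasmatocyte list 3 of 4 named genes rose (4 adjusted over the list alone), with a median of 0.88 (camera, adjusted p = 0.00205, and adjusted p = 0.118 with an estimated correlation). Of the muscle list 5 of 7 named genes rose (5 adjusted over the list alone), with a median of 0.64 (camera, adjusted p = 0.00497, and adjusted p = 0.162 with an estimated correlation). mthl8 was 11.0-fold lower (SE 0.16, adjusted p = 5.65e-08) and Ugt37A1, a glucuronosyltransferase, 6.74-fold higher (SE 0.37, adjusted p = 2.34e-04). Against UAS-3L G5, limma called 1000 probe sets in w1118, 581 higher and 419 lower.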
